# T-cell Intracellular Antigen (TIA)-Proteins Deficiency in Murine Embryonic Fibroblasts Alters Cell Cycle Progression and Induces Autophagy

**DOI:** 10.1371/journal.pone.0075127

**Published:** 2013-09-24

**Authors:** Carmen Sánchez-Jiménez, José M. Izquierdo

## Abstract

Mice lacking either T-cell intracellular antigen 1 (TIA1) or TIA1 related/like protein (TIAR/TIAL1) show high rates of embryonic lethality, suggesting a relevant role for these proteins during embryonic development. However, intrinsic molecular and cellular consequences of either TIA1 or TIAR deficiency remain poorly defined. By using genome-wide expression profiling approach, we demonstrate that either TIA1 or TIAR inactivation broadly alter normal development-associated signalling pathways in murine embryonic fibroblasts (MEF). Indeed, these analyses highlighted alterations of cytokine-cytokine and ECM-receptor interactions and Wnt, MAPK, TGF-beta dependent signalling pathways. Consistent with these results, TIA1 and TIAR knockout (KO) MEF show reduced rates of cell proliferation, cell cycle progression delay and increased cell size. Furthermore, TIA-proteins deficiency also caused metabolic deficiencies, increased ROS levels and DNA damage, promoting a gentle rise of cell death. Concomitantly, high rates of autophagy were detected in both TIA1 and TIAR KO MEF with induction of the formation of autophagosomes, as evidenced by the up-regulation of the LC3B protein, and autolysosomes, measured by colocalization of LC3B and LAMP1, as a survival mechanism attempt. Taken together, these observations support that TIA proteins orchestrate a transcriptome programme to activate specific developmental decisions. This program is likely to contribute to mouse physiology starting at early stages of the embryonic development. TIA1/TIAR might function as cell sensors to maintain homeostasis and promote adaptation/survival responses to developmental stress.

## Introduction

The T-cell intracellular antigen 1 (TIA1) and TIA1 related/like (TIAR/TIAL1) proteins were initially identified associated to nucleolysins and polyadenylate binding proteins localized to the granules of cytolytic lymphocytes and involved in apoptosis by DNA fragmentation [1], [2]. These proteins are RNA-binding proteins highly conserved in mammals with structural and functional homologs in other eukaryotic organisms, thus revealing the ancestral importance of these functional regulators across the evolution [3]–[5].

TIA1 and TIAR are multifunctional proteins that modulate many aspects of RNA metabolism -both in the nucleus and cytoplasm- at different regulatory levels of gene expression. For example, they modulate DNA-dependent transcription by interacting with DNA and RNA polymerase II [6]–[9], they control alternative splicing of pre-mRNA (around 10% of splicing events in human) by facilitating the selection of atypical 5′ spliced sites [10]–[13] and they also regulate stability and/or translation of eukaryotic mRNAs by binding to the 5′ and/or 3′ untranslatable regions [13]–[22].

TIA proteins are known to target genes with relevant biological implications in apoptosis, inflammation, cell responses to stress, viral infections and oncogenesis [1], [2], [18], [20]–[24]. Further, these proteins seem to have an important role during embryogenesis. For example, mice lacking either TIA1 or TIAR, as well as ectopically over-expressing TIAR, show higher rates of embryonic lethality [18], [25], [26].

Although the role of TIA proteins in key cellular processes involving inflammatory and the stress responses are well established, their roles on developmental and patho-physiological programs have not been elucidated yet. In this work, we approach the characterization of molecular and cellular phenoypes associated to the TIA1 or TIAR knocked-out murine embryonic fibroblast (MEF) cells. Our results point out that TIA proteins control cell cycle and proliferation and provide evidence suggesting that they function as cellular sensors controlling autophagy and cell death responses.

## Materials and Methods

### Cell cultures and reagents

Immortalized murine embryonic fibroblast wild type knock-out for either TIA1 or TIAR [18], [25] were maintained as described previously [27]. For protein labelling, MEF cells incubated with methionine-cysteine free DMEM supplemented with 5 µl Easy Tag™ EXPRESS [^35^S] Protein Labeling mix, [^35^S]-Met-Cys (11 mCi/ml, 37.0 Tbq/mmol; Perkin Elmer) for 30 min. To inhibit autophagy, MEFs were treated with 10 µM chloroquine (CQ) (Sigma) for 96 h. For hydrogen peroxide (H_2_O_2_) treatment, MEF cells were incubated with the indicated H_2_O_2_ concentrations in normal medium for 6 hours or 3 days.

### Preparation of cell extracts and western blot analysis

Whole-MEF cell extracts were performed and processed as described previously [27]. Immunoblots were carried out using the following antibodies: anti-TIA1 and anti-TIAR (Santa Cruz Biotechnology), anti-α-tubulin (Sigma), anti-U2AF65 (kindly provided by J. Valcárcel), anti-Cdc-2 and anti-Cdc2-P (Y15) (Cell Signaling), anti-Cyclin B1 (BD Pharmingen), anti-LC3B (Sigma), anti-p62 (Sigma) and anti-LAMP1 (DSHB).

### DNA purification, RNA isolation, semiquantitative and quantitative RT-PCR analysis

DNA purification was performed using DNeasy Blood and Tissues kit (Qiagen). Total RNA isolation, semiquantitative RT-PCR and quantitative PCR analysis were carried out as described previously [20], [27].

### Transcriptome analysis

RNA quality check, amplification, labelling, hybridization with Array SurePrint Mouse G3 8×60 (Agilent, G4852A) and initial data extraction were performed at the Genomic Service Facility at the Centro Nacional de Biotecnología (CNB-CSIC). Comparison of multiple cDNA array images (two independent experiments per biological condition tested) was carried out by using an average of all of the gene signals on the array (global normalization) to normalize the signal between arrays. Local background was corrected by normexp method with an offset of 50. Background corrected intensities were transformed to log scale (base 2) and normalized by loess for each array [28]. Finally, to have similar intensity distribution across all arrays, loess-normalized-intensity values were scaled by adjusting their quantiles [29]. After data processing each probe was tested for changes in expression over replicates using an empirical Bayes moderated t statistic [30]. To control the false discovery rate (FDR), *P* values were corrected using the method of Benjamini and Hochberg (1995) [31]. FIESTA viewer (http://bioinfogp.cnb.csic.es/tools/ FIESTA) was used to visualize all microarray results and to evaluate the numerical thresholds (−2>Fold change>2; FDR LIMMA<0.05) applied for selecting differentially expressed genes [32]. Microarray data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/ geo/info/linking.html) and are accessible through the GEO Series accession number GSE43077. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database analyses were conducted using software programmes provided by GenCodis3 (http://genecodis.cnb. csic.es) [33], [34].

The validation of microarray analysis for TIA1/TIAR-regulated genes was carried out by quantitative PCR (QPCR) using SYBR green method. Reverse transcriptase (RT) reactions and real-time PCR (PCR) were performed according to manufacturer protocols at the Genomic PCR Core Facility at the Centro de Biología Molecular Severo Ochoa (CBMSO-CSIC). Analysis were performed in two independent samples by triplicate, including no-template and RT-minus controls. GAPDH expression was used as endogenous reference control. Relative mRNA expression was calculated using the comparative cycle threshold method.

### Cell and growth proliferation

For cell proliferation analysis, wild-type MEF and TIA1 or TIAR knocked-MEF were seeded (1.5 10^4^/well) in six-well plates and collected for counting at the indicated time points. Cell growth was quantified by measuring the conversion of methyl thiazolyl tetrazolium (MTT) (Sigma) into DMSO-soluble formazan by living cells, with absorbance measured at 570 nm using a spectrophotometer [23].

### Analysis of the cell-cycle in not-synchronized and synchronized MEFs

Cell-cycle analysis was carried out by flow cytometry after fixation in 70% Ethanol for 24 h and propidium iodide staining (BD Pharmingen). MEFs were synchronized by serum starvation for 48–96 h or by serum starvation for 24 h followed by incubation with 1 mM Hydroxyurea (Sigma) for 16–24 h or 200 ng/ml Nocodazole (Sigma) for 24–30 h.

### Fluorescence microscopy

MEF cells were grown for 24 h on coverslips, washed with phosphate-buffered saline (PBS), fixed in Formalin (Sigma) at room temperature for 10 min, washed with PBS, and processed. For immunofluorescence, the coverslips were incubated for 45 min at room temperature with the primary antibody diluted in PBS solution (Phalloidin (Sigma [1∶500]), anti-LAMP1 (DSHB [1∶50]) or LC3B (Sigma [1∶100]). The samples were then washed with PBS and incubated for 45 min with the corresponding secondary antibody (Invitrogen [dilution 1∶500]) plus To-Pro-3 (Invitrogen [1∶1000]). The samples were then washed in PBS and mounted with Mowiol (Calbiochem). Manders' colocalization coefficients (identified as M1 and M2) were calculated using the intensity correlation analysis plugin for ImageJ software. After background subtraction, threshold was determined by Huang's algorithm [35]. Immunodetection of oxidative damage within nuclear DNA was carried using a mouse monoclonal antibody identified as anti-8-oxo-dG (Clone 2E2), which specifically binds to 8-hydroxy-2′-deoxyguanosine, according to the manufacturer's instructions (Trevigen). The mitochondrial populations were illustrated by using 500 nM Mito Tracker Green FM (Invitrogen) for 30 min before fixation. The microscopic observations were carried out by using a confocal microscope.

### Electron microscopy

MEFs were grown for 24 h and fixed *in situ* with 4% paraformaldehyde and 0.1% glutaraldehyde in Sörensen phosphate buffer (pH 7.4) for 90 min at room temperature. Fixed cells were washed three times in phosphate Na/K buffer (pH 7.4), removed from the dishes and transferred to eppendorf tubes. After centrifugation, cells were processed for embedding in Epoxy, TAAB 812 Resin (TAAB Laboratories, Berkshire, England) according to standard procedures. Postfixation of cells was done with a mixture 1% osmium tetroxide and 0.8% potassium ferrocyanide in bidistilled water for 1 h at 4°C. After three washes with bidistilled water samples were incubated with 0.15% tanic acid in buffer for 1 min at room temperature. After several washes with buffer and bidistilled water, cells were incubated with 2% uranyl acetate for 1 h at room temperature, washed again and dehydrated in increasing concentrations of ethanol (50, 70, 90, 95 and 100%) for 5 min each at 4°C. Infiltration of the resin was accomplished in increasing concentrations of Epon-ethanol (1∶2.1∶1.2∶1 and 100% Epon) at room temperature for 1 day. Polymerization of infiltrated samples was done at 60°C during 2 days. Ultrathin sections of the samples were stained with saturated uranyl acetate and lead citrate by standard procedures and examined at 80 Kv in a Jeol JEM-1010 (Tokyo) electron microscope.

### SA-β-galactosidase staining

The expression of senescence-associated β-galactosidase (SA-β-gal) in MEF cells was determined by using a SA-β-gal staining kit (Senescence cells histochemical staining kit (Sigma) according to manufacturer's instructions.

### FACS analysis

Cell death rates were quantified by using Annexin V: PE apoptosis detection kit (BD Pharmingen) according to manufacturer's protocol. Mitochondrial parameters were determined using the following probes: 100 nM Mito Tracker Green FM (Invitrogen) for 25 min, 100 nM tetramethylrhodamine methylester (TMRM) (Sigma) for 15 min, and 5 µM 2′, 7′-dichlorodihydrofluorescein diacetate (H2DCFDA) (Invitrogen) for 30 min.

### Estimation of the mitochondrial DNA (mtDNA) copy number

We performed quantitative PCR by using SYBR green and total DNA template. We used the following primers (Sigma): mtCO1 primers, 5-CCCAATCTCTACCAGCATC-3 and 5-GGCTCATAGTATAGCTGGAG-3; mtND1 primers, 5-AATCGCCATAGCCTTCCTAACAT-3 and 5-GGCGTCTGCAAATGGTTGTAA-3; nTNF primers, 5-TCCCTCTCATCAGTTCTATGGCCCA-3 and 5-CAGCAAGCATCTATGCACTTAGACCCC-3; nH19 primers: 5-GTACCCACCTGTCGTCC-3 and 5-GTCCACGAGACCAATGACTG-3 [36]. We normalized the amount of mtDNA to the amount of the nuclear DNA (nDNA).

### Statistical analysis

Represented values are shown as means + standard error of the mean (SEM). Differences were tested for significance by means of the Student's *t*-test. A probability level *P*<0.05 was considered significant.

## Results

### High-throughput gene expression profiling of either TIA1 or TIAR-knocked murine embryonic fibroblasts

To get new insights into the role of TIA1 and TIAR proteins during embryonic development we decided to test the transcriptome of murine embryonic fibroblasts (MEF) lacking either TIA1 (TIA1 KO MEF) or TIAR (TIAR KO MEF) proteins [18], [25]. The absence of TIA1 and TIAR mRNAs and proteins in the TIA1 and TIAR KO MEFs is illustrated by western blotting (Fig. 1A) and semiquantitative and quantitative RT-PCR analyses (Fig. 1B and C), confirming previous results [18], [25], [27]. 

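MEF are fibroblasts grown out of mouse embryos, and the cells compared here were immortalized. RNA of WT, TIA1 KO and TIAR KO MEF was labelled with 1 dye and hybridized to 6 arrays, 2 per group. The sample labels give a different mouse strain for each of the 3 groups, so genotype, strain and cell line cannot be told apart. All 6 arrays lay on 1 slide and were scanned together. The TIA1 KO arrays lay in another row of the slide than the other 4 arrays, so slide row and loss of TIA1 cannot be told apart either.
The authors deposited the intensities that the scanner software measured for each spot, without normalization between arrays, and a table of their own normalized log2 values. Of the spots on each array, 59305 stood for 55681 probes and 308 were negative controls that match no mouse RNA. The median spot intensity was 152 and 140 on the WT arrays, 458 and 218 on the TIA1 KO arrays, and 136 and 119 on the TIAR KO arrays. The negative controls had median intensities of 112 and 103 in WT MEF, 196 and 119 in TIA1 KO MEF, and 96.7 and 88.6 in TIAR KO MEF. The scanner software rated 23531 and 26254 probes as well above background on the WT arrays, 16000 and 19920 on the TIA1 KO arrays, and 24754 and 25985 on the TIAR KO arrays. No spot was saturated, and between 176 and 291 spots per array were marked as outliers and left out.
From the mean intensity and the median local background of each spot, values were corrected with limma's normexp method (offset 50), taken to log2, adjusted by loess against the mean of the 6 arrays and quantile normalized, which are steps the methods name. The methods also name a global normalization between arrays to the average of all gene signals, which was not applied here. The paper's text does not name the reference of its loess step for arrays with 1 colour. Spots of the same probe were averaged, and probes near background were kept. Across probes, the 2 arrays of a group had a correlation of 0.989 in WT, 0.972 in TIA1 KO and 0.988 in TIAR KO MEF, and the SD between them was 0.273, 0.442 and 0.285 on the log2 scale. Among the 13729 probes well above background on all 6 arrays, this SD was 0.343, 0.248 and 0.349. The number of arrays, 2 per group, limits the precision of every value. Positions are those of mm9 that the files give for each probe.
The brightest probe of Tia1 (chromosome 6, 86383073 to 86383132) read 10.72 and 8.54 in WT MEF and 7.87 and 8.44 in TIA1 KO MEF, where it was well above background on 1 of 2 arrays. The log2 fold change was −1.47 ± 0.79 (standard error, n = 2 arrays per group; limma adjusted p = 0.288), and the change was smaller than the difference between the WT arrays. A second Tia1 probe (86381136 to 86381195) gave −1.62 ± 0.42 (limma adjusted p = 0.116), and the third (86375220 to 86375279), near background in WT MEF, gave 0.87. In TIAR KO MEF the brightest Tia1 probe read 9.56 and 9.58, a log2 fold change of −0.06, which was 1.03 without WT replicate 1. The brightest probe of Tial1, the gene of TIAR (chromosome 7, 135585977 to 135586036), read 13.22 on the WT array whose spot passed and 9.57 and 11.60 in TIAR KO MEF, a log2 fold change of −2.63 ± 0.87 (limma adjusted p = 0.200). The second Tial1 probe (135583306 to 135583365) fell from 11.71 and 11.09 to 10.00 and 9.65, a log2 fold change of −1.58 ± 0.26 (limma adjusted p = 0.0254). In TIA1 KO MEF the brightest Tial1 probe changed by 0.66 (limma adjusted p = 0.236), and by −0.96 when the arrays were scaled to a common median. The brightest probe of Gapdh (chromosome 7, 59003199 to 59003257) changed by −0.04 in TIA1 KO and 0.09 in TIAR KO MEF, and by −1.41 and −0.15 when the arrays were scaled to a common median. The other Gapdh probes, most of them placed on chromosome 6, changed by −0.39 to 0.10 in TIA1 KO and by −0.29 to 0.03 in TIAR KO MEF.

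**Figure D1:**
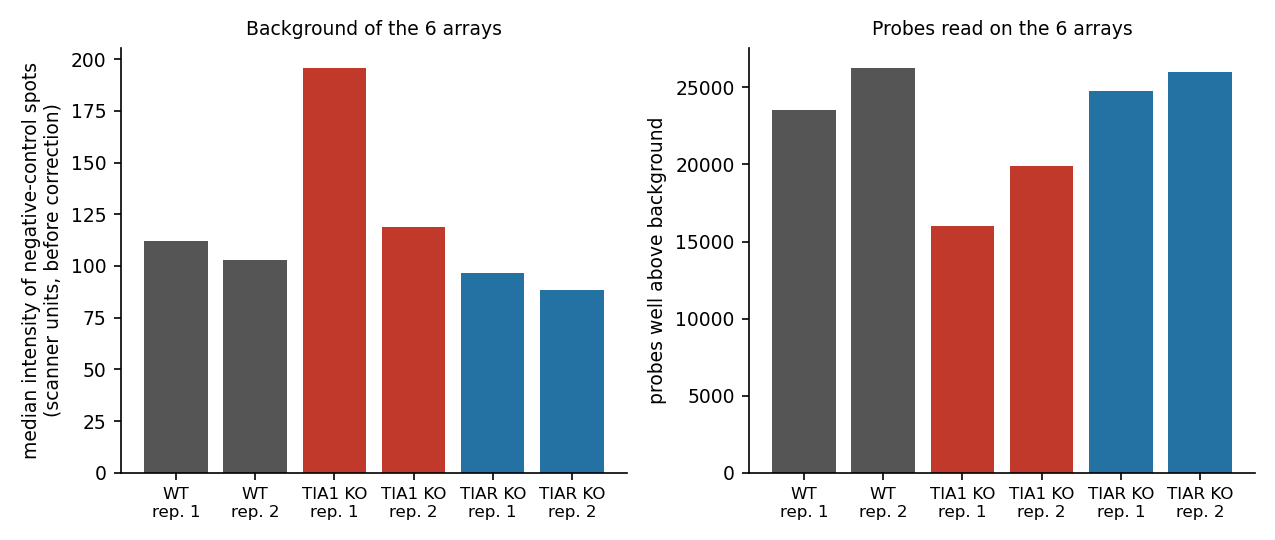
Median intensity of the 308 negative-control spots (arbitrary units) and number of probes rated well above background, for each of the 6 arrays. Bars are single arrays. TIA1 KO replicate 1 has the highest negative controls (196) and the fewest probes above background (16000).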

Global RNA expression patterns in either TIA1 KO MEF or TIAR KO MEF compared to wild-type (WT) MEF were made using a mouse genome-wide microarray (Agilent SurePrint Mouse G3 8×60, version G4852A) from two different biological samples for each experimental condition tested (Fig. 1D-F). 

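Each knockout was compared with WT MEF on the 4 arrays of that comparison alone, without covariates. The variance of each probe was moderated across probes with a prior of 2.25 degrees of freedom for TIA1 KO and 3.30 for TIAR KO MEF, and p-values were adjusted by the Benjamini-Hochberg method over all probes. The median standard error of a log2 fold change was 0.201 in TIA1 KO MEF and 0.170 in TIAR KO MEF. The median log2 fold change of all probes was −0.09 and −0.02.
The fit was also run on simulated arrays with the spread of the real ones. Each changed probe was shifted up or down by more than 2-fold. When 200 of 55440 probes were changed, 0% were recovered in TIA1 KO MEF and 64.7% (57 to 71.5% over 10 runs) in TIAR KO MEF. When 10000 probes were changed, 88.1% and 97.4% were recovered, with 203 and 36 false calls on average, none of the recovered ones in the wrong direction.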

To identify cohorts of mouse RNAs regulated by TIA proteins, the gene expression array dataset was analyzed using an appropriate statistical test analysis, which was made using a linear model (as implemented in the limma R/Biocounductor package) to compare RNA expression patterns. In these analysis, only RNAs showing at least a −2>fold change>2 (FDR<0.05) in expression compared to the WT MEF were considered. 

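An unadjusted p under 0.05 was reached by 15484 probes in TIA1 KO MEF and by 11247 in TIAR KO MEF. The adjusted p passed the FDR threshold for 1969 and 4339 probes. Of these, 1969 (3.54% of all probes) and 3206 (5.76%) also passed the fold threshold. The fold threshold alone, whatever the spread between arrays, was passed by 7653 probes in TIA1 KO MEF and 4266 in TIAR KO MEF. Of the called probes, 89.3% in TIA1 KO MEF and 99.8% in TIAR KO MEF were well above background on both arrays of the group with the higher value, and 48 and 0 were near background on all 4 arrays. The calls in TIA1 KO MEF depended on which array was left out: limma called 0 probes without WT replicate 1 and 0 without WT replicate 2, where 7202 and 7415 probes had an unadjusted p under 0.05, but 3068 without TIA1 KO replicate 1 and 10735 without TIA1 KO replicate 2. Of the other alternatives, scaling the arrays to a common median moved the TIA1 KO count most, to 15801 probes, of which 11.9% were higher in TIA1 KO MEF. That scaling moved the median of all probes to −0.67. With the scanner software's own processed intensities, scaled to their 75th percentile, the median of all probes was 1.98 and limma called 0 probes in TIA1 KO MEF, where 27765 had an unadjusted p under 0.05.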

As shown in Figure 1D, TIA1- and TIAR-deficiency resulted in a marked alteration in gene expression compared to the normal expression patterns of wild-type MEFs (FIESTA viewer software in http:// bioinfogp. cnb.csic.es/tools/FIESTA). 

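Values are log2 fold changes ± standard error with n = 2 arrays per group. Where a probe was near background in 1 group, a nominal lower limit of the fold is also given. It was taken against the lowest value that the scanner software rated well above background on that array. The probe's own value was used where it was higher. The lowest value is not a strict detection limit. On TIA1 KO replicate 2 it was 5.78, under the median of 6.62 for the normalized negative controls. Among probes past both thresholds and well above background on both arrays of the higher group, the largest rises in TIA1 KO MEF were Sfrp2 (chromosome 3, 83577864 to 83577923; 8.88 ± 0.18, at least 336-fold higher), Il1rl1 (chromosome 1, 40504769 to 40504828; 8.76 ± 0.25), Efemp1 (chromosome 11, 28826647 to 28826706; 8.68 ± 0.18, at least 276-fold higher), Col6a3 (chromosome 1, 92663663 to 92663722; 8.47 ± 0.18, at least 295-fold higher) and Gjb2 (chromosome 14, 57717629 to 57717688; 8.31 ± 0.18, at least 239-fold higher). Each had a limma adjusted p of 0.00362. The largest falls were BC023969 (chromosome 5, 23204116 to 23204175; −7.21 ± 0.23, at least 129-fold lower), Cyba (chromosome 8, 124948726 to 124948785; −6.93 ± 0.23), a lincRNA on the same chromosome as BC023969 (23204280 to 23204339; −6.66 ± 0.20, at least 68.4-fold lower), 5830417I10Rik (chromosome 3, 88629840 to 88629898; −6.63 ± 0.18, at least 63.9-fold lower) and Lce1i (chromosome 3, 92581159 to 92581218; −5.88 ± 0.26, at least 38.1-fold lower). In TIAR KO MEF the largest rises were Dcn (chromosome 10, 96980233 to 96980292; 9.15 ± 0.15), Lpl (chromosome 8, 71430267 to 71430326; 8.70 ± 0.14, at least 337-fold higher), Aldh1a1 (chromosome 19, 20717764 to 20717823; 8.17 ± 0.20, at least 252-fold higher), Thy1 (chromosome 9, 43856591 to 43856650; 7.98 ± 0.18) and Adamts2 (chromosome 11, 50617472 to 50617531; 7.80 ± 0.14, at least 168-fold higher), each with a limma adjusted p of 0.000176. The largest falls were in 2 probes of a lincRNA on chromosome 3 (−7.0 and −6.77), Crabp2 (chromosome 3, 87757207 to 87757266; −6.37 ± 0.16), Ccl5 (chromosome 11, 83339296 to 83339355; −6.17 ± 0.40) and 2610318N02Rik (chromosome 16, 17113492 to 17113551; −6.16 ± 0.15). Each of these genes and lincRNAs kept the sign of its change under every alternative in which it was tested, including each array left out in turn.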

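The files name each probe's target, and its class was read from that name. Of all 55681 probes, 16194 (29.1%) stood for lincRNA, 1216 (2.18%) for other non-coding RNA, 333 (0.598%) for miscRNA and 37938 (68.1%) for mRNA. Among the up-regulated probes in TIA1 KO MEF, 163 (13.4%) were lincRNA, 21 non-coding RNA, 6 miscRNA and 1023 (84.3%) mRNA. Among the down-regulated probes, 78 (10.3%) were lincRNA, 16 non-coding RNA, 5 miscRNA and 657 (86.9%) mRNA. In TIAR KO MEF, the up-regulated probes comprised 134 lincRNA (7.11%), 29 non-coding RNA, 11 miscRNA and 1711 mRNA (90.8%), and the down-regulated probes 132 lincRNA (9.99%), 21 non-coding RNA, 7 miscRNA and 1161 mRNA (87.9%). LincRNA probes were often near background. They made up 15.1% of the probes well above background on both arrays in WT and in TIAR KO MEF, and 6.86% in TIA1 KO MEF.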

To address the functional relevance of differentially expressed RNAs in TIA1 and TIAR KO MEF cells versus wild-type MEF cells, the long intergenic non-coding RNA (lincRNA), non-coding RNA, miscellaneous RNA (miscRNA) and protein encoding-RNA (mRNA) are shown (Fig. 1E and Fig. S1 and S2). 

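Across all probes, the log2 fold changes of TIA1 KO and TIAR KO MEF against WT MEF had a Pearson correlation of 0.479 (SD 0.0506 over the 8 choices of 1 array per group, 0.396 to 0.529) and a Spearman correlation of 0.474. Probes are not independent replicates, so no p-value is given. The 2 log2 fold changes had the same sign for 67.9% of all probes, 84.5% of those called in TIA1 KO MEF and 81.6% of those called in TIAR KO MEF. Both comparisons used the same WT arrays. In 30 simulations of unchanged groups measured against shared WT arrays, the correlation was 0.362 ± 0.00561 (SD), and 63.8% of probes had the same sign. These simulations held no changed probes, so all their variation was noise. They cannot give the part of 0.479 that the shared arrays account for. With a different WT array for each knockout, the correlation averaged 0.381. The alternative that moved the correlation most was the use of the scanner software's processed intensities, with 0.334.
The odds of a lincRNA among the probes raised in TIA1 KO MEF were 2.03 times those among the probes raised in TIAR KO MEF (Fisher's exact test, two-sided, p = 9.9e-09), and 2.92 times when probes raised in both were left out (p = 1.97e-14). Among probes well above background on both arrays of the knockout, 104 of 1002 (10.4%) and 134 of 1881 (7.12%) were lincRNA, an odds ratio of 1.51 (exact p = 0.00283). For the down-regulated probes the odds ratio was 1.04 (exact p = 0.821). Against all other probes on the array, including those near background, lincRNAs were under-represented among the raised probes in both knockouts. The odds ratios were 0.372 and 0.18 (exact p = 9.89e-39 and 1.71e-128). Among probes well above background on both TIA1 KO arrays, 10.4% of the raised ones but 6.86% of all were lincRNA. On the TIAR KO arrays these shares were 7.12% and 15.1%, so the lower share among raised probes held there only. These shares were not tested. The difference between the knockouts was not significant when the fold threshold itself was tested by limma's treat method, where 6.82% and 6.17% of raised probes were lincRNA (odds ratio 1.11, exact p = 0.690), nor without TIAR KO replicate 2 (odds ratio 1.21, exact p = 0.0986). When arrays were paired by replicate number it was absent, with 7.33% and 7.35% (odds ratio 0.997, exact p = 1), although arrays of the same number did not deviate together. The odds ratio was larger with the arrays scaled to a common median (4.48), without TIA1 KO replicate 1 (3.38) and without TIA1 KO replicate 2 (5.72).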

While similar gene expression patterns were observed when TIA and TIAR KO MEF samples were compared, it is noteworthy the increase in up-regulated lincRNAs that is associated to TIA1-deficiency. A total of 1243 (of which 820 and 423 were up- and down-regulated, respectively) and 2736 (of which 1625 and 1111 were up- and down-regulated, respectively) RNAs were differentially expressed (FDRlimma<0.05) in TIA1 and TIAR KO MEF cells, respectively (Fig. 1F and Fig. S1 and S2). 

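With the values and thresholds described above, 1213 probes were up-regulated and 756 down-regulated in TIA1 KO MEF, so that 61.6% of the called probes were up-regulated. They carried 1107 and 677 different names. In TIAR KO MEF, 1885 probes were up-regulated and 1321 down-regulated (58.8% up-regulated), with 1639 and 1138 names. The share of up-regulated probes in TIA1 KO MEF fell to 44.7% when only probes well above background on both arrays of at least 1 group were tested, and to 47.2% when all 3 groups were fitted together, where 1881 probes were up-regulated and 2105 down-regulated. In TIAR KO MEF it fell to 34.4% with the arrays scaled to a common median, where 1424 probes were up-regulated and 2715 down-regulated. Tested for a fold change above 2 itself, 352 probes were up-regulated and 88 down-regulated in TIA1 KO MEF, and 697 and 319 in TIAR KO MEF, all of them also called in the same direction by the thresholds of the study. From the authors' own normalized values, limma called 871 up-regulated and 438 down-regulated probes in TIA1 KO MEF, and 1853 and 1315 in TIAR KO MEF.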

Of them, 342 up- and 206 down-regulated RNAs were common in both TIA1- and TIAR-deficient MEFs (Fig. 1F and Fig. S3). Additionally, we have found 13 down-regulated RNAs in TIA1 KO MEF cells which were up-regulated in TIAR KO MEF cells, whereas 40 up-regulated RNAs in TIA1 KO MEF cells were down-regulated in TIAR KO MEF cells (Fig. S3). Collectively, these results indicate that TIA1 and TIAR regulate both specific and overlapping aspects of the mouse embryonic transcriptome, suggesting that their functional roles can be either redundant, additive and/or independent, in agreement with previous findings [20].

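Of the probes called in either comparison, 4252 in all, 535 were up-regulated and 333 down-regulated in both knockouts. These 868 probes made up 44.1% of the calls in TIA1 KO MEF and 27.1% of those in TIAR KO MEF. If the calls of the 2 comparisons were independent, 41.1 probes would be raised and 17.9 lowered in both. Because both comparisons used the same WT arrays their calls are not independent. In 30 simulations of unchanged groups against shared WT arrays, limma called 0 probes in either comparison, so 0 were shared. With no calls, these simulations cannot give the overlap to expect among called probes. A further 1046 probes were called in TIA1 KO MEF only and 2283 in TIAR KO MEF only. Without either WT array no probe was shared, since limma then called none in TIA1 KO MEF. With the arrays scaled to a common median, 343 probes were up-regulated and 2323 down-regulated in both.

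**Figure D2:**
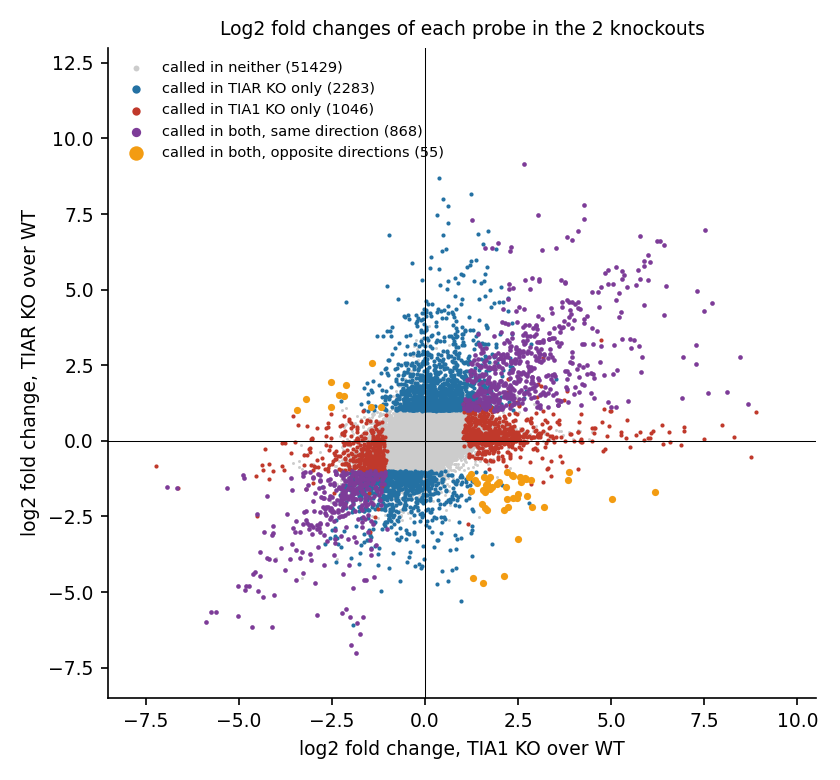
Log2 fold change of each probe in TIAR KO MEF (y axis) against TIA1 KO MEF (x axis), both over WT MEF, n = 2 arrays per group. Colours mark probes called in neither (51429), TIA1 KO only (1046), TIAR KO only (2283), both in the same direction (868) and both in opposite directions (55).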

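With the thresholds of the study, 10 probes were down-regulated in TIA1 KO and up-regulated in TIAR KO MEF, and 45 were up-regulated in TIA1 KO and down-regulated in TIAR KO MEF. All 55 also passed the FDR threshold between TIAR KO and TIA1 KO MEF, where their fold change follows from the other 2 on the same knockout arrays. Among those that fell in TIA1 KO MEF, C1s2 (chromosome 6, 124574742 to 124574801) changed by −3.19 ± 0.33, at least 6.17-fold lower, in TIA1 KO MEF and by 1.38 ± 0.26 in TIAR KO MEF. C1s1 (chromosome 6, 124480775 to 124480834) changed by −2.51 ± 0.23, at least 3.88-fold lower, and by 1.95 ± 0.21, and Trim59 (chromosome 3, 68839402 to 68839461) by −3.42 ± 0.20 and 1.02 ± 0.18. Between the knockouts, these genes differed by 4.57, 4.46 and 4.44 (limma adjusted p = 0.00942, 0.00836 and 0.00752). The rise of C1s2 in TIAR KO MEF was under the thresholds without WT replicate 2 (1.05) and without either TIAR KO array, and that of Trim59 without any 1 of the 4 arrays. Among those that rose in TIA1 KO MEF, Ctsh (chromosome 9, 89970828 to 89970887) changed by 6.17 ± 0.17 and −1.68 ± 0.17, at least 2.57-fold lower, Blnk (chromosome 19, 41003426 to 41003485) by 5.01 ± 0.18 and −1.92 ± 0.19, at least 3.40-fold lower, and Gdnf (chromosome 15, 7787474 to 7787533) by 2.11 ± 0.15 and −4.47 ± 0.14. Between the knockouts they differed by −7.85, −6.94 and −6.58 (limma adjusted p = 0.00464 for each). With the arrays scaled to a common median, the rise of Gdnf in TIA1 KO MEF was 0.69 and under the thresholds. The probes down-regulated in TIA1 KO and up-regulated in TIAR KO MEF then numbered 1.1e+02 in place of 10, and those of the other kind 22 in place of 45. When the fold change above 2 was tested itself, the counts of the 2 kinds of probe were 0 and 1.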

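Compared directly, TIAR KO and TIA1 KO MEF differed in 1866 probes, 958 higher and 908 lower in TIAR KO MEF. Of the probes called in both knockouts in the same direction, 171 were among them, as were 551 of those called in TIA1 KO MEF only and 716 of those called in TIAR KO MEF only. The remaining probes called in 1 knockout only were not shown to differ between the knockouts. Expressed as TIAR KO over TIA1 KO MEF, the largest differences with lower values in TIAR KO MEF were in Il1rl1 (−9.28 ± 0.25), Gjb2 (−8.19 ± 0.18, at least 232-fold lower) and Efemp1 (−7.45 ± 0.22), with Sfrp2 and Ctsh. Those with higher values in TIAR KO MEF were in Lpl (8.33 ± 0.17, at least 218-fold higher), Isyna1 (chromosome 8, 73121065 to 73121124) with 7.75 ± 0.31, Thy1 (7.49 ± 0.20, at least 131-fold higher), Upk3b (chromosome 5, 136520522 to 136520581) with 7.16 ± 0.40, at least 80.2-fold higher, and Aldh1a1 (6.92 ± 0.32). The limma fit called 0 probes between the knockouts without TIAR KO replicate 1 and 0 without TIAR KO replicate 2, where 6318 and 6402 had an unadjusted p under 0.05. From the RNAs that changed in 1 knockout only, in both, or in opposite directions, the paper concludes that TIA1 and TIAR regulate both specific and overlapping parts of the transcriptome, and it proposes that their roles can be redundant, additive or independent.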

**Figure 1:**
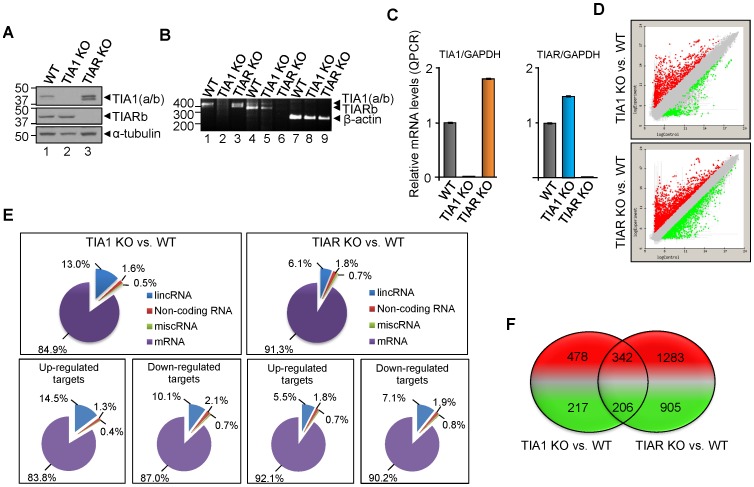
Characterization of the transcriptomes associated to the knockout (KO) of TIA1 or TIAR in murine embryonic fibroblast (MEF) cells. (A) Western blot analysis of wild-type (WT), TIA1 KO and TIAR KO MEF cell extracts (10 µg of total protein). The blot was probed with antibodies against TIA1, TIAR and α-tubulin proteins, as indicated. Molecular weight markers and the identities of protein bands are shown. (B) Cytoplasmic mRNAs from above MEF cells were analyzed by semiquantitative RT-PCR. Positions of size markers and the predicted alternatively spliced products are indicated. (C) Quantification of relative levels of TIA1, TIAR and GAPDH mRNAs in the above MEF cells by real time RT-PCR. The represented values were normalized and expressed relative to GAPDH. (D) MA plot representation of the distribution of up- (spots in red) and down-regulated (spots in green) RNAs (−2>fold-change<2; FDR<0.05) in either TIA1 or TIAR KO MEF versus WT MEF by using Array SurePrint Mouse G3 8×60 (Agilent, G4852A). (E) Graphic representations of the distribution of up- and down-regulated target genes in TIA1 or TIAR KO MEF versus WT MEF. In all cases, percentages shown reflect the portion of total genes that are associated with the RNA categories corresponding to long non-coding RNAs (lncRNA), non-coding RNAs, miscellaneous RNAs (miscRNA) and messenger RNAs (mRNA). (F) Venn diagram depicting the numbers of genes that were up- (red) and down-regulated (green) as well as shared between both categories of TIA1 or TIAR knocked out MEF.

As a first attempt to understand the functional relevance of differentially expressed up- and down-regulated genes in TIA and TIAR KO MEF cells, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database analysis were performed. GO analysis was able to identify the main categories of biological processes of differentially expressed RNAs controlled by TIA proteins (*P*<0.05) (Fig. 2A and B and Fig. S4). 

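The supplement lists the genes of each category, and the lists that are complete were compared with the probes called here. The study drew these lists from the same arrays, so they are not independent evidence. For each list, the genes with a called probe were counted and the median log2 fold change of each gene's brightest probe was taken. Of the 207 genes in the complete lists for RNAs raised in TIA1 KO MEF, 197 (95.2%) had an up-regulated probe, and the median log2 fold change was 2.50. It was 3.33 with the processed intensities and 1.46 with the arrays scaled to a common median, each above the median of all probes under that scaling. Cell adhesion held 43 genes, of which 41 were called, with a median of 3.18 and the largest rise at Klra4 on chromosome 6 (6.55 ± 0.22, at least 64.0-fold higher). Transport held 42 (38 called, median 2.16), led by Crabp1 on chromosome 9 (5.40 ± 0.24, at least 39.3-fold higher), and cell differentiation 37 (36 called, median 2.48), led by Sfrp2. Positive regulation of transcription comprised 35 genes, 34 of them called, with a median of 2.85 and the largest rise at Grem1 on chromosome 2 (5.52 ± 0.15). For positive regulation of cell proliferation, 35 genes were listed and 34 called (median 2.69, led by Sfrp2), and for its negative regulation 26 and 26 (median 3.02, led by Sfrp2). Negative regulation of apoptotic process had 24 genes and 23 calls (median 2.90, led by Sfrp2). Nervous system development had 22 and 21 (median 2.42), with the largest rise at Gap43 on chromosome 16 (6.00 ± 0.15, at least 54.8-fold higher), and angiogenesis 22 and 22 (median 2.86), with the largest rise at Col4a1 on chromosome 8 (7.51 ± 0.18). Of the 21 genes under protein phosphorylation 19 were called, with a median of 2.94, and Tgfb2 on chromosome 1 (4.17 ± 0.17) rose most.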

GO categories related to multicellular organismal development, positive/negative regulation of transcription, cell adhesion, transport, cell differentiation, negative/positive regulation of cell proliferation, negative regulation of apoptotic process, nervous system development, angiogenesis and protein phosphorylation were among the enriched categories in up-regulated genes by the absence of TIA1 (Fig. 2A and Fig. S4). In contrast, GO categories associated with metabolic process, proteolysis, multicellular organismal development, negative regulation from RNA polymerase II promoter, inflammatory response, negative regulation of cell proliferation, angiogenesis, innate immune response, chemotaxis and response to virus were especially prevalent among down-regulated genes (Fig. 2B and Fig. S4).

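Of the 98 genes in the complete lists for RNAs lowered in TIA1 KO MEF, 92 (93.9%) had a down-regulated probe, with a median log2 fold change of −1.93. Metabolic process was the longest of these lists, with 32 genes, 30 called and a median of −1.88, and its largest fall was at Xdh on chromosome 17 (−4.32 ± 0.31, at least 14.6-fold lower). Under proteolysis 20 genes were listed and 19 called (median −2.48), with the largest fall at Prss16 on chromosome 13 (−4.58 ± 0.26, at least 15.9-fold lower). Multicellular organismal development had 18 genes and 17 calls (median −2.44), led by Hand2 on chromosome 8 (−4.48 ± 0.37, at least 21.9-fold lower). Negative regulation of transcription from the RNA polymerase II promoter had 12 and 11 (median −1.47), led by Hoxd8 on chromosome 2 (−4.36 ± 0.28, at least 14.8-fold lower). Under inflammatory response 10 of 10 genes were called, with a median of −2.70 and the largest fall at Cyba. Negative regulation of cell proliferation held 9 genes, 8 of them lowered (median −1.70), with Tbx5 on chromosome 5 (−3.76 ± 0.25, at least 9.43-fold lower) first. Angiogenesis held 9 and 8 (median −3.00), with Hand2 first, and innate immune response 9 and 8 (median −2.82), with Cyba first. The shortest lists were chemotaxis, with 6 genes, 6 calls, a median of −3.00 and the largest fall at Ccl5 on chromosome 11 (−4.64 ± 0.44), and response to virus, with 5, 5, a median of −2.21 and the largest fall at Ifi27l2a on chromosome 12 (−4.08 ± 0.26).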

**Figure 2:**
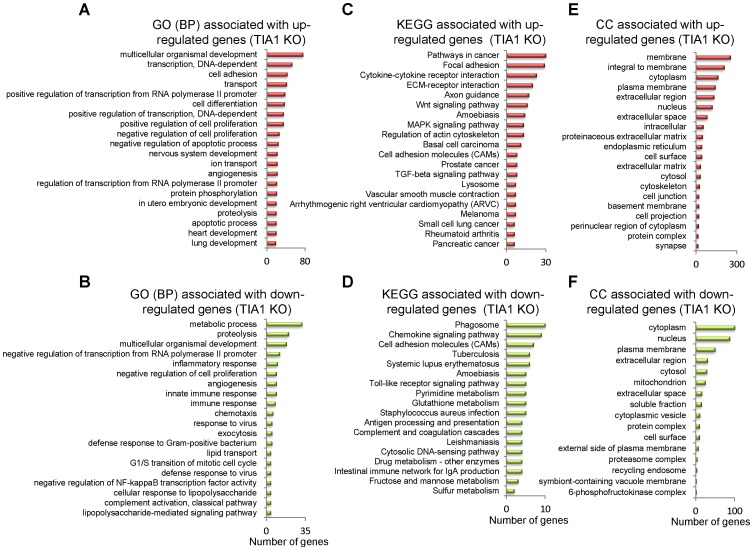
Top-twenty categories of biological processes, pathways and cellular components associated to the TIA1 KO MEF. (A and B) Histograms of the distribution of up- (A) and down-regulated (B) genes using the Gene Ontology (GO) biological category (*P*<0.05). (C and D) Histograms of the distribution of up- (C) and down-regulated (D) genes using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (*P*<0.05). (E and F) Histograms of the distribution of up- (E) and down-regulated (F) genes using the cellular component (CC) database (*P*<0.05).

KEGG database analysis integrating individual components into unified pathways was used to identify the enrichment of specific pathways in functionally regulated gene groups (Fig. 2C and D and Fig. S4). The results show that several KEGG pathways were significantly enriched (*P*<0.05) in up-regulated genes, including pathways involved in cancer, focal adhesion, cytokine-cytokine receptor interaction, EMC-receptor interaction, axon guidance, Wnt signalling pathway, amoebiasis, MAPK signalling pathway and regulation of actin cytoskeleton (Fig. 2C and Fig. S4). 

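Of the 91 genes listed for these pathways, 88 (96.7%) had an up-regulated probe, with a median log2 fold change of 2.74. Pathways in cancer had 30 genes and 30 calls (median 3.06), with the largest rise at Col4a1. Focal adhesion had 29 and 29 (median 3.31), led by Col6a3. For cytokine-cytokine receptor interaction, 23 genes were listed and 21 called, with a median of 3.06 and the largest rise at Inhbb on chromosome 1 (7.51 ± 0.24, at least 138-fold higher). ECM-receptor interaction had 20 genes, 20 of them raised (median 3.41), with Col6a3 first. Axon guidance had 17 genes, 16 of them raised (median 2.41), with Sema5a on chromosome 15 (6.91 ± 0.17, at least 89.7-fold higher) first. In the Wnt signalling pathway 16 genes were listed and 16 called, with a median of 3.64 and the largest rise at Sfrp2. Amoebiasis had 14 genes and 14 calls (median 3.44), led by Col4a1, the MAPK signalling pathway 13 and 13 (median 2.63), led by Tgfb2, and regulation of actin cytoskeleton 13 and 13 (median 2.98), led by Itgb3 on chromosome 11 (5.08 ± 0.18).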

The top ten of KEGG pathways significantly enriched (*P*<0.05) in down-regulated genes include phagosome function, chemokine signalling pathways, cell adhesion molecules, tuberculosis, systemic lupus erythematosus, amoebiasis, Toll-like receptor signalling pathway, pyrimidine metabolism, gluthatione metabolism and *Staphylococcus aureus* infection (Fig. 2D and Fig. S4). 

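A down-regulated probe was found for 40 (93.0%) of the 43 genes listed for these pathways, and their median log2 fold change was −2.00. Phagosome function had 10 genes and 9 calls (median −3.08), with the largest fall at Cyba, and the chemokine signalling pathway 9 and 9 (median −2.41), with the largest fall at Ccl5. Of the 7 genes of cell adhesion molecules 6 were called (median −2.00), and H2-Q8 on chromosome 17 (−5.61 ± 0.27, at least 35.1-fold lower) fell most. Tuberculosis had 6 genes and 5 calls (median −1.76), led by C3 on chromosome 17 (−3.36 ± 0.18). Systemic lupus erythematosus had 6 and 6 (median −3.08), led by C3. Amoebiasis had 5 and 5 (median −1.88), with the largest fall at Lamb3 on chromosome 1 (−3.18 ± 0.16, at least 6.04-fold lower), and the Toll-like receptor signalling pathway 5 and 4 (median −1.84), with the largest fall at Ccl5. Pyrimidine metabolism had 5 genes, 5 of them lowered (median −1.69), with Cda on chromosome 4 (−4.87 ± 0.31) first. Glutathione metabolism had 5 genes, 5 of them lowered (median −1.66), with Gstm4 on chromosome 3 (−2.18 ± 0.24) first. For infection by Staphylococcus aureus, 5 genes were listed and 5 called, with a median of −3.12 and the largest fall at C3.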

From a cellular viewpoint, the cell components associated to the up- and down-regulated genes in TIA KO MEF were located on cellular compartments connected to membrane, cytoplasm and nucleus (Fig. 2E and F and Fig. S4). 

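Of the cellular component lists, that of plasma membrane genes lowered in TIA1 KO MEF is complete in the supplement. It held 50 genes, of which 45 (90.0%) had a down-regulated probe, with a median log2 fold change of −1.69 and the largest fall at Rgs2 on chromosome 1 (−4.61 ± 0.30, at least 24.4-fold lower). The other lists are given in part and were not analysed here.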

Taken together, these results suggest the existence of severe alterations in programs controlling multicellular organism development and in signal transduction pathways, followed by pathways regulating specific cellular, inflammatory, immune and metabolic responses that might be counteracting/contributing to the embryonic phenotype associated to the TIA1 KO MEF.

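Families of genes were fixed by their symbols, so their members did not depend on the lists of the study. The families themselves were chosen for pathways and phenotypes that the study discusses, so their choice was not independent of these arrays. They were tested with limma's camera method (two-sided, inter-gene correlation 0.01), with p-values adjusted over 17 families and both knockouts. Members and counts are probes, so a gene with several probes can count more than once. In TIA1 KO MEF, families of development and signalling were higher: the Wnt ligands, receptors and secreted modulators had a median log2 fold change of 0.72 (28 of 43 higher, limma adjusted p = 2.13e-07) and the TGF-beta superfamily 0.27 (38 of 60 higher, limma adjusted p = 0.000818), although the latter was −0.48 when the arrays were scaled to a common median and 1.37 with the processed intensities, and passed the FDR threshold under neither. Families of the immune response were lower, with −0.60 for the H2 histocompatibility genes (32 of 47 lower, limma adjusted p = 0.000818) and −0.56 for interferon-induced genes (35 of 51 lower, limma adjusted p = 0.00118), and with the processed intensities these were 0.37 and 0.04, below the median of all probes under that scaling. Chemokines (−0.05, limma adjusted p = 0.846), interleukins and their receptors (−0.05, limma adjusted p = 0.460), MAP kinases and dual-specificity phosphatases (−0.15, limma adjusted p = 0.208) and respiratory chain subunits (−0.13, limma adjusted p = 0.536) did not pass the FDR threshold with camera. With limma's fry method, chemokines and respiratory chain subunits passed it (limma adjusted p = 0.0140 for each). From the enriched categories, the paper proposes that programs of multicellular organism development and signal transduction are severely altered in TIA1 KO MEF, followed by inflammatory, immune and metabolic responses.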

GO biological process categories and KEGG pathway analyses of differentially expressed genes were also performed in TIAR KO MEF (Fig. 3 and Fig. S5). 

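Of the 238 genes in the complete lists for RNAs raised in TIAR KO MEF, 235 (98.7%) had an up-regulated probe, with a median log2 fold change of 1.67. Cell differentiation held 64 genes, 63 of them called (median 1.73), with the largest rise at Notch3 on chromosome 17 (5.37 ± 0.24, at least 41.3-fold higher). Oxidation-reduction process held 63 and 63 (median 1.63), led by Aldh1a1. Under positive regulation of transcription 57 genes were listed and 56 called, with a median of 1.79 and the largest rise at Foxa2 on chromosome 2 (5.76 ± 0.14, at least 40.9-fold higher). Protein phosphorylation had 47 genes and 47 calls (median 1.78), led by Hunk on chromosome 16 (6.35 ± 0.14, at least 62.7-fold higher). Positive regulation of cell proliferation comprised 44 genes, 44 of them raised (median 1.64), with Lifr on chromosome 15 (5.33 ± 0.16) first, and negative regulation 36 genes, 34 of them raised (median 1.93), with Ccn5 on chromosome 2 (5.36 ± 0.14) first.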

GO categories (*P*<0.05) associated to up-regulated genes were related with transcriptional regulation, metabolic processes, signal transduction, multicellular organism development, cell adhesion, transport, cell differentiation, oxidative pathways, protein phosphorylation and regulation of cell proliferation (Fig. 3A and Fig. S5). In contrast, GO categories (*P*<0.05) of down-regulated genes associated with the absence of TIAR in MEF were linked to genes involved in metabolic processes, transcriptional regulation, phosphorylation, cell differentiation, cell cycle, oxidative pathways, proteolysis, protein transport, cell adhesion and apoptosis (Fig. 3B and Fig. S5). 

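A down-regulated probe was found for 229 (94.2%) of the 243 genes in the complete lists, and the median log2 fold change was −1.52. Phosphorylation was the longest list, with 51 genes, 48 called, a median of −1.48 and the largest fall at Dusp9 on chromosome X (−4.96 ± 0.18, at least 25.8-fold lower). Positive regulation of transcription from the RNA polymerase II promoter had 35 genes and 33 calls (median −2.10), led by Plagl1 on chromosome 10 (−5.81 ± 0.14). Cell differentiation had 33 and 31 (median −1.79), led by Hand2 on chromosome 8 (−4.96 ± 0.18, at least 30.6-fold lower). Of the 30 cell cycle genes 28 were called (median −1.37), and Rgs2 on chromosome 1 (−4.39 ± 0.18) fell most. Protein transport had 28 genes and 26 calls (median −1.19), and its largest fall, Rab3b on chromosome 4 (−3.13 ± 0.50), did not pass the FDR threshold without either WT array. Proteolysis had 28 and 25 (median −1.68), with the largest fall at Ctsc on chromosome 7 (−4.62 ± 0.15, at least 22.1-fold lower), and oxidation-reduction process 28 and 28 (median −1.42), with the largest fall at Suox on chromosome 10 (−3.17 ± 0.40). For cell adhesion, 25 genes were listed and 24 called (median −1.43), led by Perp on chromosome 10 (−5.30 ± 0.16), and for apoptotic process 24 and 24 (median −1.57), led by Perp.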

KEGG data (*P*<0.05) for up-regulated genes in TIAR KO MEF cells were associated with genes related to focal adhesion, tumorigenesis, cytokine-cytokine receptor interaction, ECM-receptor interaction, amoebiasis, axon guidance, MAPK signalling pathway, endocytosis, protein digestion and absorption, and calcium signalling pathway (Fig. 3C and Fig. S5). 

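Of the 151 genes listed for these pathways, 147 (97.4%) had an up-regulated probe, and their median log2 fold change was 1.84. Focal adhesion had 43 genes and 42 calls (median 1.91), with the largest rise at Col4a1 on chromosome 8 (6.97 ± 0.16). Pathways in cancer had 42 and 40 (median 1.60), with the largest rise at Col4a1. For cytokine-cytokine receptor interaction 30 genes were listed and 30 called up (median 2.35), led by Lifr, and 1 of them also had a down-regulated probe. ECM-receptor interaction had 30 and 29 (median 2.17), led by Col4a1, and amoebiasis 28 and 26 (median 2.02), led by Col4a1. Axon guidance comprised 24 genes, 24 of them raised (median 2.24), with Slit3 on chromosome 11 (4.90 ± 0.30, at least 18.8-fold higher) first. The MAPK signalling pathway comprised 22 genes, 22 of them raised (median 1.65), with Pdgfra on chromosome 5 (5.21 ± 0.15, at least 26.1-fold higher) first. Endocytosis had 18 genes and 16 calls (median 1.36), led by Pdgfra, protein digestion and absorption 18 and 17 (median 2.63), led by Col4a1, and the calcium signalling pathway 18 and 18 (median 1.72), led by Pdgfra.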

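For RNAs lowered in TIAR KO MEF, 102 (96.2%) of the 106 genes that the supplement lists for the leading pathways had a down-regulated probe, with a median log2 fold change of −1.64. Pathways in cancer had 19 genes and 17 calls (median −2.13), with the largest fall at Fgf7 on chromosome 2 (−4.71 ± 0.14). Cytokine-cytokine receptor interaction had 17 genes and 15 calls (median −2.46), led by Ccl5, and 1 of its genes also had an up-regulated probe. Of the 16 genes of the MAPK signalling pathway 15 were called (median −1.57), and Dusp9 fell most. Purine metabolism had 15 and 15 (median −1.24), with the largest fall at Xdh on chromosome 17 (−3.00 ± 0.34). In pyrimidine metabolism, with 10 genes and 10 calls (median −1.18), the largest fall, Prim1 on chromosome 10 (−1.67 ± 0.26), did not pass the FDR threshold without either WT array. Regulation of actin cytoskeleton had 13 and 12 (median −1.32), led by Fgf7. Antigen processing and presentation comprised 13 genes, 13 of them lowered (median −2.69), with H2-Q8 on chromosome 17 (−5.66 ± 0.20) first. Hepatitis C had 10 genes and 10 calls (median −1.62), led by Oas1a on chromosome 5 (−5.78 ± 0.30, at least 50.9-fold lower), the lysosome 10 and 10 (median −1.17), led by Ctsc, and the ErbB signalling pathway 10 and 8 (median −1.48), led by Ereg.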

KEGG categories for down-regulated genes in TIAR-depleted MEF cells were related to pathways in cancer, cytokine-cytokine receptor interaction, MAPK signalling pathway, purine metabolism, regulation of actin cytoskeleton, antigen processing and presentation, hepatitis C, lysosome biology, pyrimidine metabolism and ErbB signalling pathway (Fig. 3D and Fig. S5). From a cellular viewpoint, the cell components associated to the up- and down-regulated genes in TIAR KO MEF cells were located on cellular compartments connected to membrane, cytoplasm and nucleus (Fig. 3E and F and Fig. S5). Thus, these results suggest that both in TIAR and TIA1 regulate both specific and overlapping aspects of the mouse embryonic transcriptome related to the developmental program of multicellular organisms and signal transduction pathways that contribute to the embryonic phenotypes associated to the MEF cells.

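The same families of genes fixed by their symbols were tested in TIAR KO MEF. Higher there were the collagens (median log2 fold change 0.26, 49 of 69 higher, limma adjusted p = 3.83e-08), the Wnt family (0.32, 33 of 44 higher, limma adjusted p = 4.34e-07), laminins and thrombospondins (0.46, 11 of 18 higher, limma adjusted p = 0.00218), the TGF-beta superfamily (0.13, 40 of 60 higher, limma adjusted p = 0.00236), glutathione S-transferases (0.31, 28 of 41 higher, limma adjusted p = 1.63e-05) and Hox genes (0.10, 27 of 44 higher, limma adjusted p = 0.00103). Integrins were higher by 0.05 (29 of 48 higher, limma adjusted p = 0.0414), which did not pass the FDR threshold among only probes well above background (0.17, limma adjusted p = 0.0588), with all 3 groups in 1 fit (0.05, limma adjusted p = 0.0652), with the authors' own values (0.07, limma adjusted p = 0.0719), with the arrays scaled to a common median (0.04, limma adjusted p = 0.0806), without WT replicate 2 (0.12, limma adjusted p = 0.126) or without TIAR KO replicate 1 (0.09, limma adjusted p = 0.170). Lower in TIAR KO MEF were the H2 histocompatibility genes (−0.32, 33 of 46 lower, limma adjusted p = 4.79e-08) and interferon-induced genes (−0.30, 37 of 51 lower, limma adjusted p = 9.29e-06).
In TIA1 KO MEF the collagens were also higher (0.54, 45 of 69 higher, limma adjusted p = 3.6e-06). Integrins were higher by 0.13 (28 of 48 higher, limma adjusted p = 0.00296), with a median of −0.47, above that of all probes, when the arrays were scaled to a common median. Laminins and thrombospondins were higher by 0.25 (11 of 18 higher, limma adjusted p = 0.0172), but under the processed intensities they had a median of 0.52, below that of all probes, and their direction relative to the other probes reversed. They also did not pass the FDR threshold with a common array median (−0.88, limma adjusted p = 0.344), with the brightest probe of each gene (0.15, limma adjusted p = 0.0847) or without TIA1 KO replicate 1 (0.17, limma adjusted p = 0.118). Hox genes (−0.25, limma adjusted p = 0.460) and glutathione S-transferases (−0.05, limma adjusted p = 0.536) did not pass the FDR threshold in TIA1 KO MEF, and whether their change differed between the knockouts was not tested. With camera, cathepsins, LAMPs and V-ATPase, autophagy genes and proteasome subunits passed it in neither knockout. All 18 family calls were also made by limma's fry method, which in addition called cathepsins, LAMPs and V-ATPase in TIAR KO MEF (limma adjusted p = 0.0140) and, in TIA1 KO MEF, chemokines, respiratory chain subunits and proteasome subunits (limma adjusted p = 0.0436 for the last).

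**Figure D3:**
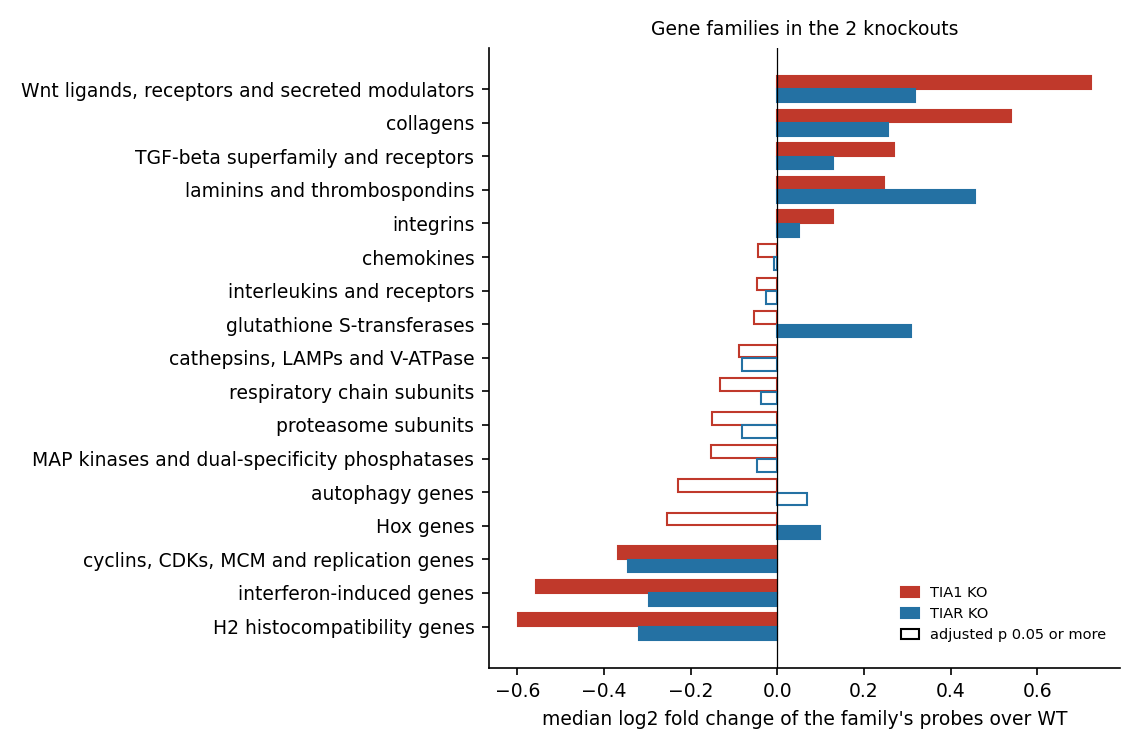
Median log2 fold change of 17 gene families in TIA1 KO and TIAR KO MEF over WT MEF, n = 2 arrays per group. Filled bars have a camera adjusted p under 0.05. Relative to all probes, the direction of laminins and thrombospondins in TIA1 KO MEF reversed with the processed intensities. With that scaling the medians of H2 and interferon-induced genes in TIA1 KO MEF were above 0, and with a common array median those of integrins, laminins and thrombospondins and the TGF-beta superfamily were below 0.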

**Figure 3:**
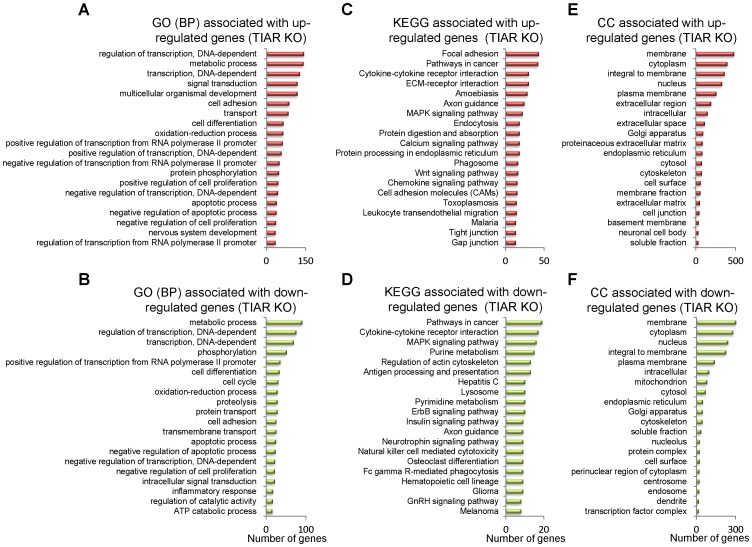
Top-twenty categories of biological processes, pathways and cellular components associated to the TIAR KO MEF cells. (A and B) Histograms of the distribution of up- (A) and down-regulated (B) genes using the Gene Ontology (GO) biological category (*P*<0.05). (C and D) Histograms of the distribution of up- (C) and down-regulated (D) genes using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (*P*<0.05). (E and F) Histograms of the distribution of up- (E) and down-regulated (F) genes using the cellular component (CC) database (*P*<0.05).

To know whether knocked-down expression of TIA proteins is associated with the regulation of common gene clusters, we tested by GO and KEGG database analysis all genes that were identified to be up or down regulated by both TIA1 and TIAR deficiency (Fig. S3). The results indicate that TIA1 and TIAR shared targets that are related with multicellular organism development, transcriptional regulation, cell adhesion, signal transduction, metabolism processes, proteolysis inflammation and angiogenesis.

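The supplement's complete lists for RNAs changed in both knockouts held 124 raised genes, of which 121 had an up-regulated probe in TIA1 KO and 124 in TIAR KO MEF, with median log2 fold changes of 3.09 and 2.76. They held 36 lowered genes, of which 35 and 34 had a down-regulated probe, with medians of −2.32 and −2.05. Multicellular organismal development held 34 raised genes, with medians of 3.05 in TIA1 KO and 2.74 in TIAR KO MEF. The largest change was that of Hic1 on chromosome 11 (5.52 ± 0.27, at least 46.0-fold higher) in TIA1 KO and that of Olfml3 on chromosome 3 (6.36 ± 0.20) in TIAR KO MEF. Regulation of transcription held 31 raised genes, with medians of 3.69 in TIA1 KO and 2.94 in TIAR KO MEF. In both, Cers4 on chromosome 8 changed most (6.05 ± 0.26 and 5.92 ± 0.24). Cell adhesion held 31 raised genes, with medians of 3.34 in TIA1 KO and 2.78 in TIAR KO MEF. The largest change was that of Fbln5 on chromosome 12 (5.76 ± 0.23) in TIA1 KO and that of Tgfbi on chromosome 13 (6.95 ± 0.16) in TIAR KO MEF. Signal transduction held 28 raised genes, with medians of 3.03 in TIA1 KO and 2.51 in TIAR KO MEF. In both, Smoc2 on chromosome 17 changed most (7.71 ± 0.20 and 4.57 ± 0.15). Metabolic process held 25 raised genes, with medians of 2.94 in TIA1 KO and 2.24 in TIAR KO MEF. The largest change was that of Eml2 on chromosome 7 (4.93 ± 0.19, at least 24.8-fold higher) in TIA1 KO and that of Mmp23 on chromosome 4 (7.35 ± 0.21, at least 152-fold higher) in TIAR KO MEF. Among lowered genes, metabolic process held 18 genes, with medians of −2.02 in TIA1 KO and −1.72 in TIAR KO MEF. The largest change was that of Xdh in TIA1 KO and that of Oas1a in TIAR KO MEF. Proteolysis held 9 lowered genes, with medians of −2.44 in TIA1 KO and −2.27 in TIAR KO MEF. The largest change was that of Prss16 in TIA1 KO and that of Ctsc in TIAR KO MEF. Angiogenesis held 7 lowered genes, with medians of −3.00 in TIA1 KO and −1.21 in TIAR KO MEF, and Hand2 changed most in both. Inflammatory response held 7 lowered genes, with medians of −3.29 in TIA1 KO and −2.21 in TIAR KO MEF. The largest change was that of Cyba in TIA1 KO and that of Ccl5 in TIAR KO MEF.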

### Validation of microarray-predicted changes in gene expression

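The array values of 8 genes chosen for quantitative PCR were read from the brightest probe of each. Fbn2 (chromosome 18, 58168440 to 58168499) changed by 2.98 ± 0.16, at least 6.40-fold higher, in TIA1 KO MEF (limma adjusted p = 0.00728) and by 3.82 ± 0.14, at least 11.4-fold higher, in TIAR KO MEF (limma adjusted p = 0.000307). A second Fbn2 probe gave 2.79 and 2.31. Mest (chromosome 6, 30698279 to 30698338) changed by −0.10 ± 0.29 (limma adjusted p = 0.843) in TIA1 KO MEF, 0.26 without TIA1 KO replicate 1, and by 0.31 ± 0.15 (limma adjusted p = 0.361) in TIAR KO MEF. Another of its 3 probes (30692160 to 30692219) rose by 2.33 ± 0.25 in TIA1 KO MEF, at least 4.91-fold (limma adjusted p = 0.029), and was near background in WT and TIAR KO MEF. Sfrp1 (chromosome 8, 24559438 to 24559497) rose by 2.85 ± 0.33, at least 5.89-fold higher, in TIA1 KO MEF (limma adjusted p = 0.0345) and was near background in WT and TIAR KO MEF. Sfrp2, which had the largest rise in TIA1 KO MEF, changed by 0.94 ± 0.16 in TIAR KO MEF (limma adjusted p = 0.0302), which is under the fold threshold, and was well above background on 1 of 2 arrays there. Xist (chromosome X, 100655839 to 100655898) rose by 3.03 ± 0.16, at least 6.99-fold higher, in TIA1 KO MEF (limma adjusted p = 0.00736), where 3 of its 7 probes were well above background on both arrays, and was near background in WT and TIAR KO MEF.
Arg2 (chromosome 12, 80252972 to 80253031) changed by −2.49 ± 0.30, at least 3.57-fold lower, in TIA1 KO MEF (limma adjusted p = 0.0374), which did not pass the FDR threshold with the authors' own normalized values, and by −2.35 ± 0.28, at least 4.5-fold lower, in TIAR KO MEF (limma adjusted p = 0.00896), where the change was −2.23 and did not pass the FDR threshold without TIAR KO replicate 2. Ereg (chromosome 5, 91522553 to 91522612) changed by 0.53 ± 0.38 in TIA1 KO MEF (limma adjusted p = 0.413), with 1 array whose spot passed, and by −2.58 ± 0.25 in TIAR KO MEF (limma adjusted p = 0.00466). Hmga2 (chromosome 10, 119798739 to 119798798) changed by 0.68 ± 0.17 (limma adjusted p = 0.113) and by −2.01 ± 0.14 (limma adjusted p = 0.00170), and its second probe by −0.19 and −1.51. In TIA1 KO MEF, scaling the arrays to a common median gave −1.31 for Ereg and −0.89 for Hmga2, with a median of −0.67 over all probes.

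**Figure D4:**
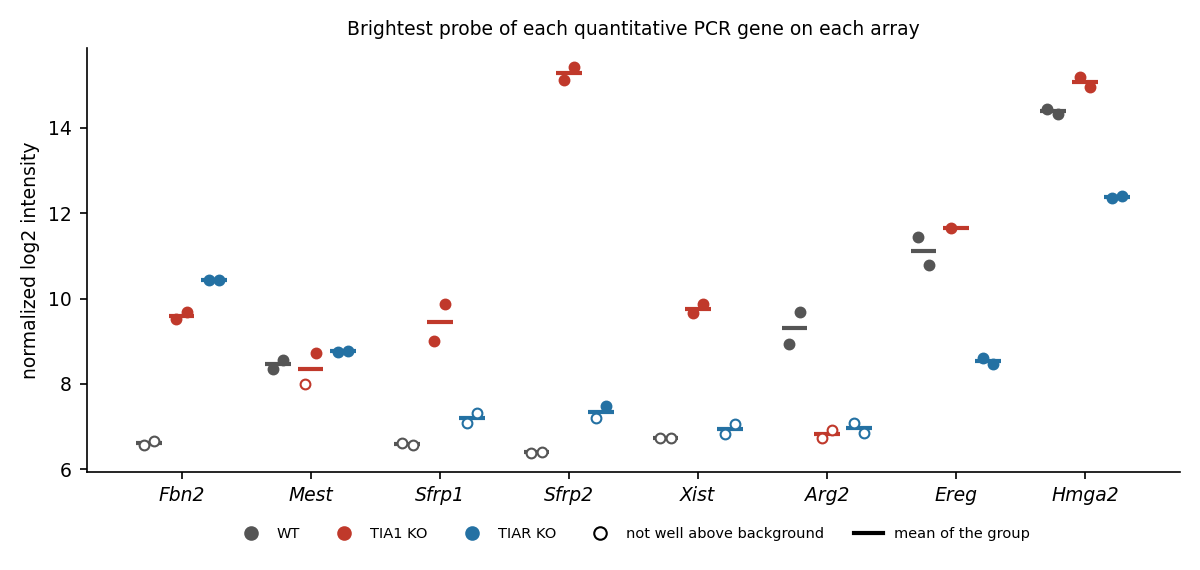
Normalized log2 value of the brightest probe of 8 genes on each array, by group. Filled points are well above background and open points are not, and the line is the mean of the group. Ereg has 1 TIA1 KO array, since the other spot was marked as an outlier.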

The effects on steady-state RNA levels detected by the array analysis were validated using quantitative PCR assays for 11 different RNAs. Figure S6 shows validation of predicted up-regulated (FBN2, MEST, SFRP1, SFRP2 and XIST) and down-regulated (ARG2, EREG and HMGA2) RNAs in TIA1 and TIAR KO MEFs, respectively, as well as the sequences of the primers used in the amplification. As expected, the results confirmed the array data (Fig. S6). GAPDH expression level was used as normalizer in this study of validation.

### TIA1 or TIAR-knocked MEF cells show reduced rates of cell proliferation and morphological transformation

GO and KEGG analysis suggest that the absence of TIA1 and TIAR proteins has a repercussion on cell proliferation rates in MEF (Fig. 2 and 3 and Fig. S3–S5). Thus, we examined the proliferation potential of MEF with knocked down expression of either TIA1 or TIAR. 

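Cyclins, CDKs, MCM and replication genes, a family fixed by symbol, were lower in both knockouts. Their median log2 fold change was −0.37 in TIA1 KO MEF (43 of 49 probes lower, limma camera adjusted p = 0.000206) and −0.35 in TIAR KO MEF (38 of 49 probes lower, limma camera adjusted p = 0.000272). Both were also lower, and passed the FDR threshold, with the processed intensities (−0.49 and −0.67) and with the arrays scaled to a common median (−1.89 and −0.65).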

As shown in Figure 4A, the absence of TIA1 or TIAR expression in MEF resulted in decreased cell proliferation compared to control MEF. Indeed, total cell numbers as well as measurement of de novo synthesized proteins by [^35^S]-methionine and -cystein incorporation support an individual role for each of these TIA proteins in the negative control of MEF proliferation (Fig. 4A and B). Given that the rates of TIA1 and TIAR KO MEF proliferation were reduced, we analyzed the morphology and size of these cells by optical and electronic microscopy. The results illustrate that TIA1 and TIAR KO MEF have a significant morphological alteration compared to normal MEFs, showing a larger cellular size (3-4 fold) and a more complex cytoplasm than WT MEF (Fig. 4C and D and Fig. S7).

**Figure 4:**
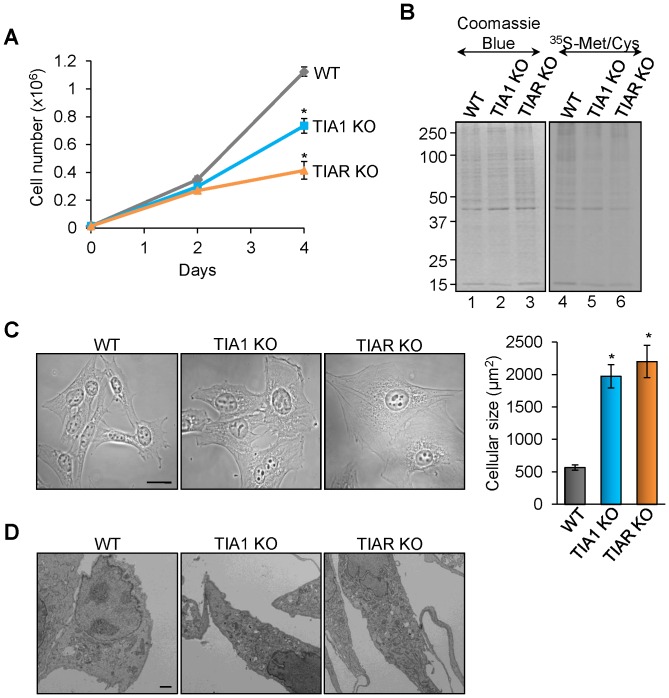
MEF cells knocked for TIA proteins show cell proliferation defects and rise cellular size and complexity. (A) Wild-type (WT), TIA1 KO and TIAR KO MEF cells were grown and the number was counted on the days indicated. Each time point represents the means + standard error of the mean (SEM; n = 6; *P<0.001). (B) Nascent translation of total proteins was determined by incubation of wild-type (WT), TIA1 KO and TIAR KO MEF in the presence of ^35^S-methionine/cystein mix. The expression patterns of total proteins (15 µg) and newly translated proteins from above MEF cells were visualized by staining with Coomassie Blue reagent and by 10% SDS-PAGE and autoradiography, respectively. (C) Representative phase contrast photographs of WT, TIA1 KO and TIAR KO MEFs are shown. Scale bars represent 20 µm. The cellular size of WT, TIA1 KO and TIAR KO MEFs was quantified using ImageJ software and represented as means + SEM (n = 15; *P<0.001). (D) Representative transmission electron micrographs of WT, TIA1 KO and TIAR KO MEFs are exposed. Scale bars represent 3 µm.

### TIA1 or TIAR-knocked MEF cells show anomalies affecting mitochondrial biology

To expand previous results and to determine the cellular processes underlying the biological features associated to TIA1 and TIAR deficiency, we measured the metabolic activity of MEFs by methyl thiazolyl tetrazolium (MTT) assay. The results suggest that TIA1 and TIAR KO MEFs have higher metabolic rates (2-3-fold) than WT MEFs associated with cell reductase activity (Fig. 5A). As the MTT assay reflects indirectly the cell growth capacity of cells as function of the mitochondria metabolism, we decided to quantify several mitochondrial parameters such as mitochondrial mass/distribution, activity and morphology of WT, TIA1 KO, and TIAR KO MEFs. The relative mitochondrial mass as well as mitochondria cell distribution were determined by Mito Tracker Green TM staining of WT, TIA1 KO and TIAR KO MEFs either by flow cytometry or by fluorescence microscopy, respectively. The results indicated that TIA1 and TIAR KO MEF had more abundance (2-3-fold) of mitochondria than WT MEF (Fig. 5B and C). In addition, we estimated the relative mitochondria number as the ratio between the amount of mitochondrial DNA (mtDNA) and nuclear DNA (nDNA), measured by quantitative PCR using specific primers against two mitochondrial DNA-encoded genes (ND1 and CO1) and nuclear DNA-encoded genes (TNF and H19) [36]. The results suggest that TIA1 and TIAR KO MEFs had 2-3-fold more mitochondria that WT MEFs (Fig. 4D). Taken together, these observations are consistent with the existence of a more abundant mitochondrial population in TIA1 and TIAR KO MEF which is consistent with the larger cellular size found in these murine embryonic cells.

**Figure 5:**
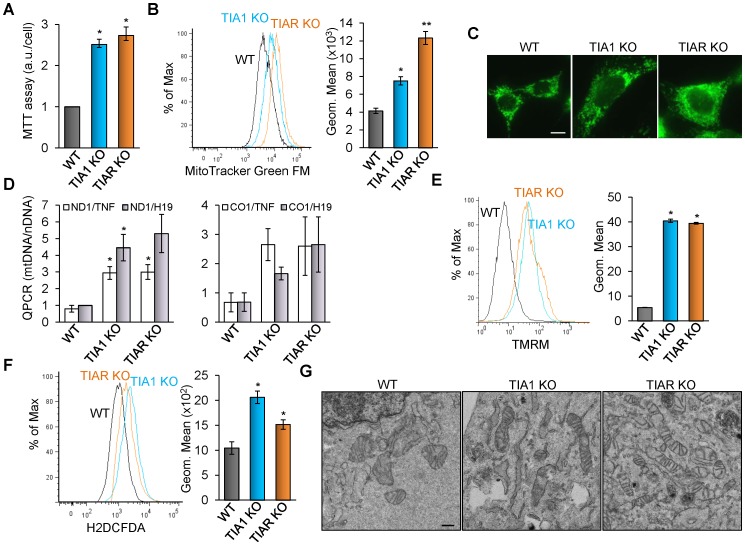
MEF cells lacking TIA proteins show mitochondrial alterations. (A) Wild-type (WT), TIA1 KO and TIAR KO MEFs were grown for 4 days and monitored by methyl thiazolyl tetrazolium (MTT) assays. The represented values were normalized and expressed relative to WT, whose value was fixed arbitrarily to 1, and are means + SEM (n = 4; *P<0.001). (B) Wild-type (WT), TIA1 KO and TIAR KO MEFs were stained with Mito Tracker Green FM and monitored by FACS analysis. The represented values are means + SEM (n = 3; *P<0.01; **P<0.001). (C) Mitochondrial populations of wild-type (WT), TIA1 KO and TIAR KO MEF were stained with Mito Tracker Green FM and visualized by confocal microscopy. Scale bars represent 10 µm. (D) Mitochondrial DNA copy number was estimated by quantitative PCR (QPCR) using mitochondrial NADH subunit 1 (ND1) and cytochrome c oxidase subunit 1 (CO1) and nuclear tumor necrosis factor (TNF) and H19 as markers for the copy numbers of mitochondrial DNA (mtDNA) and nuclear DNA (nDNA), respectively. The represented values were normalized and expressed relative to WT, whose value was fixed arbitrarily to 1, and are means + SEM (n = 4; *P<0.05). (E) Estimation of the mitochondrial membrane potential of wild-type (WT), TIA1 KO and TIAR KO MEFs by staining with TMRM molecular probe and monitoring by FACS analysis. The represented values are means + SEM (n = 3; *P<0.001). (F) Estimation of reactive oxygen species (ROS) of wild-type (WT), TIA1 KO and TIAR KO MEFs by staining with H2DCFDA molecular probe and monitoring by FACS analysis. The represented values are means + SEM (n = 3; *P<0.01). (G) Transmission electron micrographs of cytoplasmic sections from wild-type (WT), TIA1 KO and TIAR KO MEFs illustrating the mitochondrial morphology and integrity. Scale bars represent 400 nm.

Next, we determined in vivo the mitochondrial membrane potential (ΔΨ) using the fluorescence probe TMRM and flow cytometry [37]. The results show that mitochondrial populations of TIA1 and TIAR KO MEFs had 6-7-fold larger mitochondria membrane potential compared to mitochondria in WT MEF cells (Fig. 5E). This result suggests the existence of functional anomalies in the mitochondria of TIA1 and TIAR deficient MEFs, since considering that these MEFs have 2-3 fold more mitochondria than control MEFs, the observed increase of mitochondrial membrane potential is twice higher than that expected. To test whether this increase in ΔΨ could be the consequence of alterations in mitochondrial metabolism, for example an anomalous production of reactive oxygen species (ROS), we quantified the levels of ROS using in vivo staining with the fluorescence probe H2DCFDA followed by flow cytometry. The results indicated that ROS levels were increased twice in TIA1 and TIAR KO MEFs compared to WT MEF (Fig. 5F). These observations suggest a malfunction of mitochondrial metabolism as a result of either TIA1 or TIAR deficiency. To illustrate this functional abnormality we visualized the mitochondrial morphology and integrity by electron microscopy. The results show the existence of mitochondria with atypical enlarged morphology as well as many broken mitochondria in TIA1 and TIAR KO MEF cells (Fig. 5G and Fig. S8). Collectively, this collection of observations points out that TIA1 and TIAR KO MEF versus WT MEF contain several abnormal mitochondrial parameters such as increased mitochondrial mass and number, altered morphology and integrity, increased membrane potential and overproduction of ROS, all of them indicative of an altered mitochondrial metabolism.

### Extensive oxidative damage of nuclear DNA in TIA1 and TIAR KO MEF cells

To evaluate the potential deleterious effect of the excess of ROS production found in TIA1 and TIAR KO MEFs on the integrity of nuclear DNA, we have carried out an experimental approach of immunofluorescence microscopy using anti-8-oxo-dG antibody. The 8-hydroxy-2′-deoxyguanosine (8-oxo-dG) is a modified nucleoside by-product commonly used to detect DNA damage caused by oxidative radicals [38]. As shown in Figure 6A, labelling of the nuclei of TIA1 and TIAR KO MEFs with the anti-8-oxo-dG was readily observed, compared with WT MEFs. As a control, we induced oxidative DNA damage with H_2_O_2_ of WT MEF (Fig. 6A). These observations suggest that the nuclear DNA of MEFs lacking either TIA1 or TIAR are massively damaged by the cellular ROS and/or the inactivation of repairing pathways.

**Figure 6:**
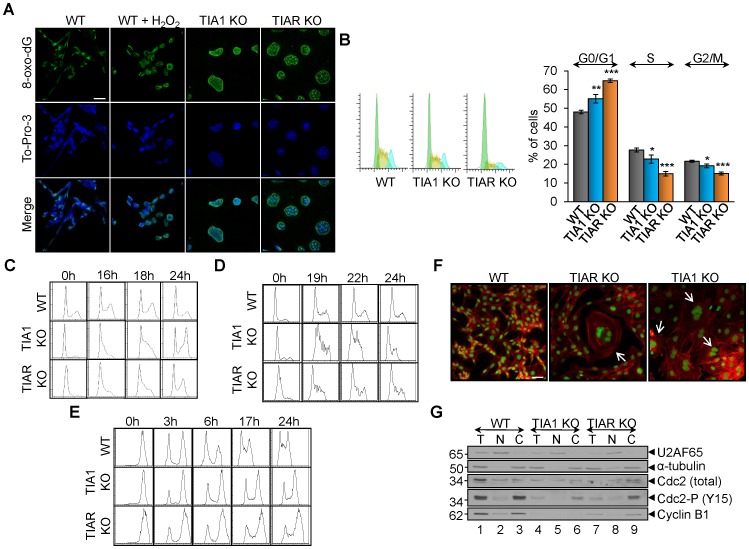
MEF cells lacking TIA proteins show oxidized nuclear DNA and G2/M phase delay during cell-cycle progression. (A) Visualization of genomic DNA oxidized in wild-type (WT), TIA1 KO and TIAR KO MEFs by indirect immunofluorescence using an anti-8-oxo-dG antibody. WT MEFs were treated with 100 µM H_2_O_2_ for 20 min to promote genomic DNA oxidation as a positive control. Scale bars represent 15 µm. (B) Analysis of cell-cycle phases by flow cytometry after propidium iodide staining. The data are means + SEM (n = 10; *P<0.05; **P<0.01; ***P<0.001). (C) MEF cells knocked for TIA proteins showed delayed entry into G1/S. The above MEF cells were synchronized at G0/G1 by serum deprivation for 48–96 h. Samples were taken at 0, 16, 18 and 24 h after release, and the DNA content was measured by propidium iodide staining and FACS analysis. (D) MEF cells knocked for TIA proteins showed delayed entry into S. The above MEF cells were synchronized at G1/S by Hydroxyurea blockage for 16–24 h and then released. Samples were taken at 0, 19, 22 and 24 h after release, and the DNA content was measured by propidium iodide staining and FACS analysis. (E) MEF cells knocked for TIA proteins showed delayed entry into G0/G1. The above MEF cells were synchronized at G2/M by Nocodazole blockade for 24–30 h and then released. Samples were taken at 0, 3, 6, 17 and 24 h after release, and the DNA content was measured by propidium iodide staining and FACS analysis. (F) Examples of MEF cells stained with To-Pro-3 (illustrated in green) and phalloidin-TRITC showing impairment of cytokinesis events in TIA1 and TIAR KO MEF. Scale bars represent 20 µm. (G) Analysis of the G2/M DNA damage checkpoint. Immunoblot of total (T), nuclear (N) and cytoplasmic (C) fractions (8 µg) from wild-type (WT), TIA1 KO and TIAR KO MEFs. The blot was probed with antibodies against U2AF65, α-tubulin, Cdc2 (total), Cdc2-P (Y15) and cyclin B1 proteins, as indicated. Molecular weight markers and the identities of protein bands are shown.

### Cell-cycle altered progression in TIA1 and TIAR KO MEF cells

Given that the knockout of either TIA1 or TIAR results in defects in cell proliferation, cell size and causes damage of nuclear DNA, we next examined whether TIA1/TIAR-deficiency had deleterious effects on cell-cycle progression that could account for the cell proliferation defects observed for TIA1 and TIAR knocking. Our results showed that not-synchronized TIA1 and TIAR-deficient MEF cells already evidenced a modest impact on the cell-cycle progression by increasing G0/G1 and diminishing S and G2/M transitions, compared to WT MEFs, suggesting a defect of the progression and through phases and/or the transition from G1, S and/or G2/M (Fig. 6B). To further characterize this phenotype, we analyzed the cell-cycle progression of cells released from a cell cycle blockage at G0/G1 after 48–96 h of culture in the absence of fetal calf serum. As shown in Figure 6C, TIA1 and TIAR knocked-down MEF cells showed a significant increase in cells at late S phase (see 18 h after release), suggesting a slower transition through S phase. In addition, we analyzed the cell cycle progression of cells released from a single blockage at G1/S with Hydroxyurea (16–24 h) (Fig. 6D) or at G2/M with Nocodazole (24–30 h) (Fig. 6E). In both cases, we observed a delay in S and G1 entries in both TIA1 and TIAR deficient MEF cells, indicative of a defect in the transition from G1 to S and G2/M to G1, respectively (Fig. 6D and E). Representative images of multinucleated cells with impaired cytokinesis are shown in Figure 6F as well as the quantification and cellular localization of Cdc-2 and cyclin B1 protein markers illustrating the steady-state of G2/M checkpoint (Fig. 6G). TIA1 and TIAR KO MEFs showed the lower expression levels of these cell cycle regulators. Taken together, these data suggest that either TIA1 or TIAR knockout in MEFs have a mitosis defect leading to an accumulation of cells in G2/M.

### Immortalized TIA1 and TIAR knocked MEF cells show low senescence

As shown above, TIA1 and TIAR-knocked-down MEF cells were much larger in size and had a flattened shape (Fig. 4C), a feature of cells in senescence. To determine whether TIA1 and TIAR silencing causes cell senescence, we examined the expression of senescence-associated β-galactosidase (SA-β-GAL), a classic biochemical marker for cellular senescence. We found that only 0.1% and 0.2% of TIA1 and TIAR knocked out MEF, respectively, were positively stained (Fig. 7A), ruling out a significant role of senescence in the altered size, shape and cell cycle delay observed in TIA1 and TIAR deficient cells.

**Figure 7:**
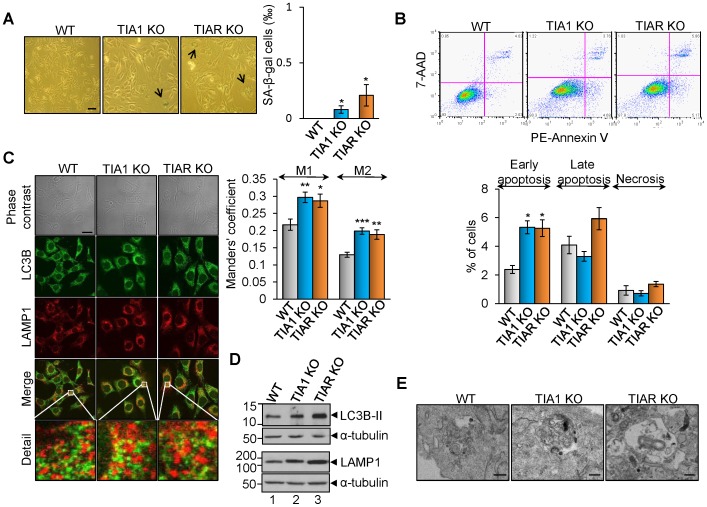
TIA1 and TIAR KO MEFs show high rates of autophagy. (A) Senescence analysis with SA-β-gal staining. Wild-type (WT), TIA1 KO1 and TIAR KO MEF cells were subjected to SA-β-gal staining and quantified of positively stained cells. The represented values are means + SEM (n = 12 fields; *P<0.05). Scale bars represent 40 µm. (B) Analysis of cell death rates. Rates of apoptosis (early and late) and necrosis were quantified by using 7-AAD staining and PE Annexin V apoptosis detection kit followed by flow cytometry analysis. The graph shows the percentage of cells counted that were in each stage of cell death. The represented values are means + SEM (n = 9; *P<0.001). (C) Visualization of autophagosomes and lysosomes in wild-type (WT), TIA1 KO and TIAR KO MEFs cells by indirect immunofluorescence using anti-LC3B and anti-LAMP1 antibodies. The extended detail illustrates the degree of cellular co-localization between both markers as evidence of autolysosomes. The overlapping degree between signals was quantified using Manders' M1 and M2 colocalization coefficients. We can therefore interpret, in these simple cases, the M coefficients as the percentage of pixels in one channel that intersect with some signal in other channel. The represented values are means + SEM (n = 8 fields; *P<0.05; **P<0.01; ***P<0.001). Scale bars represent 20 µm. (D) Analysis of molecular markers for autophagy and lysosomes. Western blot analysis of wild-type (WT), TIA1 KO and TIAR KO MEFs cell extracts using 2 µl from 1×10^7^ cells/ml to quantify the expression levels of LC3B and LAMP1 proteins, respectively. The blot was probed with antibodies against LC3B, LAMP1 and α-tubulin proteins, as indicated. Molecular weight markers and the identities of protein bands are shown. (E) Autophagic flux analysis. Obvious double-membraned autophagosome and vacuoles with engulfed bulk cytoplasm and cytoplasmic organelles (mitophagy) are shown. Please, see also Fig. S7 and S8. Scale bars represent 250 nm.

### Increased cell death in TIA1 and TIAR knocked MEF cells

To investigate the mechanism underlying the cell proliferation and growth defects observed in TIA1 and TIAR deficient MEFs, as well as whether there is any effect on cell viability as a result of the rise of mitochondrial ROS production and DNA damage seen in these cells compared to WT MEFs, we assessed the rates of cell death of the TIA1- and TIAR-knocked out MEFs by 7-amino-actinomycin (7-AAD) and PE-Annexin V staining followed by FACS analysis. The results show that there is a little increase in the percentage of cell undergoing cell death in TIA1 and TIAR MEFs compared to WT MEF cells (Fig. 7B). Taken together, these observations suggest the existence of a putative regulatory mechanism to counteract cell death and promote survival response. Given that H_2_O_2_ is the most common and stable form of ROS, we decided to test its effects at short- and long-term on WT, TIA1 KO and TIAR KO MEFs by analyzing cell death and/or survival rates by flow cytometry. The observations indicated that the rates of cell survival among WT, TIA1 KO and TIAR KO MEFs were similar under lower doses (0.1–1 mM) of hydrogen peroxide, whereas the high rates of cell death in TIA1-knocked out MEFs versus WT MEFs were slightly lower with highest doses (10–20 mM) of H_2_O_2_ used for 6 hours (Fig. S9A). At long-term, the treatments of WT, TIA1 KO and TIAR KO MEFs with low doses (0.1–1.0 mM H_2_O_2_) for 3 days had inhibitory effects on cell proliferation (Fig. S9B), the incubation with 1 mM H_2_O_2_ suggested again the existence of a protective/adaptive survival mechanism associated prevalently to MEF cells lacking TIA1 or TIAR proteins (Fig. S9C).

### TIA1 and TIAR knocked MEF cells shows high rates of autophagy

Autophagy is an adaptive pro-survival program under cellular stresses [39], [40]. There is a growing evidence indicating that autophagy is activated in cellular situation in which cell cycle is delayed [39]. Therefore, we next investigated whether the deficiency of TIA proteins triggers autophagy. During autophagy, microtubule-associated proteins light chain 3-I (LC3-I) is converted to phosphatidylethanolamine-conjugated LC3-II, which associates with autophagic vesicles. The fusion of autophagosomes with lysosomes, classical hallmarks of autophagy, can be measured by assessing the colocalization of LC3B and LAMP1 (a lysosomal marker) [39]. As shown in Figure 7C and D, LC3B-II expression in TIA1 and TIAR KO MEFs was up-regulated compared to that in WT MEFs. This increase in LC3B-II expression correlated with the formation of autophagosomes, since colocalization between autophagosomes (positive to LC3B labeling) and lysosomes (positive to LAMP1 labeling) was increased in TIA1 and TIAR-knocked MEF in agreement with Manders' M1 and M2 colocalization coefficients, thus indicating the fusion between autophagosomes and lysosomes to generate autolysosomes (Fig. 7C and D). By transmission electron microscopy, we further observed a representative enrichment of double-membrane autophagosomes and vacuoles with engulfed bulk cytoplasm and cytoplasmic organelles in MEF lacking TIA1 and TIAR versus WT MEF (Fig. 7E and Fig. S7 and S8).

To test the contribution of autophagy to the cell survival responses found in TIA1/TIAR-depleted MEFs versus WT MEFs, these cells were treated with 10 µM chloroquine (CQ), a drug that blocks the autophagic flux by inhibiting the fusion between autophagosomes with lysosomes. Above CQ-treated cells for 96 h were analyzed by Western blotting with anti-LC3B and anti-p62/SQSTM1 antibodies [41]. As expected, a rise of LC3B-II and p62 amounts was observed in the presence of the inhibitor (Fig. 8A), according to the effects promoted by chloroquine on autophagy. Interestingly, p62 protein didn't decrease in TIA1 and TIAR KO MEFs respect to WT MEFs (Fig. 8A), in agreement with oxidative-stress found in these cells [42]. By using confocal microscopy, cytoplasmic dense bodies were observed upon treatment with chloroquine (Fig. 8B). Additionally, we evaluated the rates of cell death associated to CQ-treated MEFs by staining of with 7-AAD and PE-Annexin V and posterior flow cytometry analysis. Early apoptosis (negative 7-AAD and positive PE-Annexin V) was enhanced in TIA1 and TIAR KO MEFs respect to WT MEFs, and late apoptosis (positive 7-AAD and positive PE-Annexin V) and necrosis (positive 7-AAD and negative PE-Annexin V) were enhanced in TIAR KO MEFs respect to WT MEFs (Fig. 8C). Taken together, these observations suggest that autophagy contributes to cell survival previously found in TIA1 and TIAR KO MEFs.

**Figure 8:**
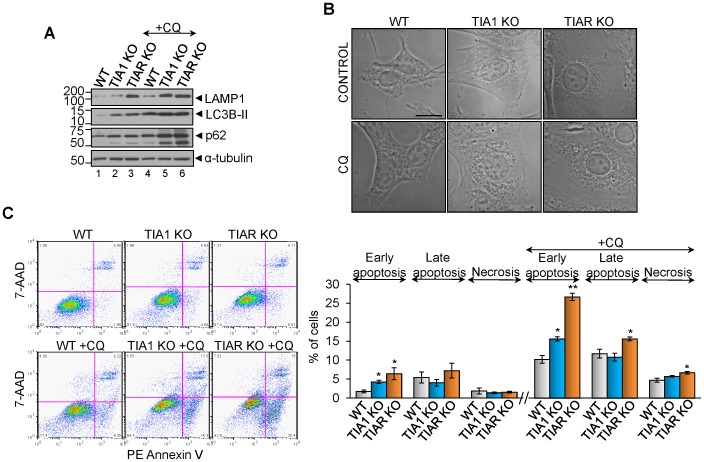
Autophagy inhibition by chloroquine increases the apoptotic rates in TIA1 and TIAR KO MEFs. (A) Analysis by Western blot of LAMP1, LC3B, p62 and α-tubulin protein expression upon chloroquine treatment of WT, TIA1 KO and TIAR KO MEFs by using 2 µl from 1×10^7^ cells/ml. (B) Representative micrographs by phase contrast of above chloroquine (CQ)-treated MEFs. Scale bar 20 µm. (C) Rates of cell death of chloroquine-treated WT, TIA1 KO and TIAR KO MEFs by flow citometry analysis. The represented values are means + SEM (n = 3; *P<0.05; **P<0.001).

## Discussion

In this study, we have characterized the gene expression patterns and cellular phenotypes associated to the TIA1 and TIAR knocked-out murine embryonic fibroblast cell lines. Our results revealed an alteration of expression programs governing development in agreement with high rates of lethality observed in TIA1 or TIAR knocked-out mice [18], [25]. Comparison of the gene expression profiles of TIA-deficient MEFs and WT MEFs allowed the identification of RNAs whose expression was affected in both TIA1 and TIAR KO MEFs and RNAs that were differentially expressed in either TIA-deficient MEFs. Many of these non-coding and protein-coding RNAs are involved in tissue morphogenesis and differentiation during embryogenesis, including bone and cartilage formation, and heart, lung, muscle, skin, gonads, eye, nervous system developing (Fig. 1–3 and Fig. S1–S5). These RNAs can function as transcription factors, imprinting regulators, membrane receptors and cellular signalling and transduction kinases. Further, many of these regulated genes involved in embryogenesis are also implicated in cancer progression and cell adhesion, migration and angiogenesis. These observations are consistent with alterations on the prototypical mesenchymal characteristics that are associated to embryonic fibroblasts at E11.5 or E13.5 developmental stages [18], [25]. These results highlight a key role of TIA proteins in development.

However, the particular role of either TIA1 or TIAR in these processes is complex because the phenotype of the deficiency and its penetrance are strain dependent. For example, targeted knockout of TIA1 results in embryonic lethality, but the penetrance is less than 50% in both BALB/c and C57BL/6 founders [18]. Nonetheless, targeted disruption of TIAR leads to 100% embryonic lethality in the BALB/c background and 90% in the C57BL/6 background [25]. Mice lacking both in TIA1 and TIAR die before embryonic day 7, suggesting that one or both proteins must be expressed for normal embryonic development. These observations further support the independent role of either TIA1 or TIAR in controlling some key developmental processes. There are additional unique features associated to these proteins because TIA1-deficient mice are fully fertile, whereas TIAR-deficient mice that survive to birth are sterile due to defective germ-cell maturation [18], [25]. In this regard, we have identified a greater number of up- and down-regulated RNAs associated to TIAR KO MEFs cells than TIA1 KO MEFs as well as a set of down-regulated RNAs in TIAR KO MEFs associated to the gonadotrophin-releasing hormone (GnRH) signalling pathway (Fig. S5), which is involved in reproductive function and fertility [25]. Moreover, TIAR is solely required for normal germ-cell maturation [25]. Thus, these results suggest that these regulators are partially overlapping and redundant, but at the same time, can also show unique functional features. Interestingly, a recent study has provided new evidence on the role of TIAR during mouse embryogenesis using an animal gain-of-function model. This report showed that TIAR controls embryo late pre-implantation stages and that its overexpression significantly impaired embryonic development beyond implantation, thereby revealing the requirement of tightly controlled TIAR expression levels for normal mouse embryo development [26]. The altered gene expression patterns associated to processes such as cell adhesion, differentiation, angiogenesis, apoptosis, proliferation and intracellular signal transduction suggest that TIA1 and TIAR play, individually and collectively, essential roles as master organizers of gene networks controlling embryonic outgrowth and patterning. In fact, TIA proteins are involved in anterior/posterior and dorsal/ventral pattern formation (Fig. S1–S5). This idea might be consistent with a role for these proteins in early and late stages of embryo development and organ differentiation.

In molecular terms, the changes in expression levels of modulated RNAs caused by TIA1 and TIAR-deficiency might probably be mediated not by a unique mechanism, but rather by a combination of transcriptional and post-transcriptional mechanisms, including transcriptional rates, alternative and constitutive splicing events, RNA stability/turnover and/or translational efficiency of non-coding and protein-coding RNAs, given the pleiotropic effects of TIA proteins in RNA biology [6]–[22]. So far, only RNA maps associated to the TIA1 and TIAR proteins have been established in HeLa cells [13]. However, it is interesting to note that between human and mice only 10–20% of post-transcriptional regulatory events are conserved [13]. Therefore, TIA1 and TIAR knockout MEFs could be an interesting model to get new insights into how transcriptional and post-transcriptional activities of TIA proteins interplay to contribute to the regulation of gene expression during development and evolution [3]–[5].

Our results have shown that either TIA1 or TIAR deficiency in MEFs cause a significant reduction in cell proliferation, a delay in cell-cycle progression, defective mitosis, and abnormal cell size and shape. Moreover, these cells have altered mitochondria physiology, including increase number of mitochondria, altered morphology and increased membrane potential. These cells also produce excess cellular ROS and have massive DNA oxidative damage although it seems not seems to significantly affect cell viability (Fig. 4–7). Indeed, despite these cellular phenotypes apparently so deleterious to the cell associated to the TIA1- and TIAR-deficiency in MEFs, we have detected very modest rates of apoptosis and necrosis but instead we have observed high rates of autophagy, suggesting that autophagic responses might be able to shape survival mechanisms. In fact, genome-wide expression patterns show differentially expressed gene categories associated to phagosomes and lysosomes both in TIA1 and TIAR knockout MEFs (Fig. 1–3). Autophagy is a process by which normal and stressed cells engulf and sequester into autophagosome some cytosolic materials such as intracellular proteins and organelles that are subsequently degraded. This phenomenon occurs continuously under normal conditions to remove and recycle damaged proteins and organelles as a method of quality control [39]–[44]. Thus, mitophagy is a mechanism to limit ROS levels [45]. Hence, mROS and mitophagy can form a feedback loop, whereby mROS induce mitophagy, which limits further production of ROS by reducing mitochondria quantity. However, recent evidences indicate that autophagy response could also have a cell-killing but not cell-protective role under some cellular stresses, which leads to autophagic cell death. This method of controlled cell death is different to apoptosis [39], [40], [44], [45]. Several reports have pointed out the critical role of mROS production and together with the effects of cumulative oxidative damage and nuclear mitochondrial mutations leading to abnormalities of organismal and cellular function, altering cell metabolism and decreasing cell proliferation in yeast, mice and humans [45]. Therefore, it is tempting to speculate that this cellular scenario would be operating in MEF lacking TIA1 and TIAR proteins involving quantity of mitochondria and quantity of damaged mitochondria that produce more ROS. Thus, mitochondrial membrane potential appears to directly correlate with ROS production; therefore, anomalous mitochondrial population increases mitochondrial membrane potential, increase ROS levels, triggers DNA oxidation and damaged DNA-associated G2/M checkpoint promoting defective resolution of the cell cycle with abortive cytokinesis events followed by a survival response mediated by autophagy. The molecular and cellular details underlying TIA's effects on stress and/or survival potentially phenotypes should be elucidated in future studies.

## Conclusions

TIA1 and TIAR are two RNA binding proteins which have been involved in the control of gene expression in humans and mice. Mice lacking either TIA1 or TIAR proteins, as well as ectopically over-expressing TIAR, show higher rates of embryonic lethality [18], [25], [26]. The purpose of this study was to elucidate the effects of TIA1 and TIAR knockout on murine embryonic fibroblast (MEF) cells. The results illustrate that inactivation of TIA-proteins is sufficient to alter normal developmental program and signalling pathways in MEF cells. Our data indicate a broad alteration in cellular physiology caused by TIA1 or TIAR deficiency. Thus TIA1 and TIAR KO MEFs showed decreased rates of cell proliferation, alterations in cell cycle, increased cellular size and shape, abnormal mitochondrial populations, increased levels of mitochondrial membrane potential and ROS production and oxidative DNA damage, but low rates of cell death. Additionally, we have observed increased rates of autophagy in both TIA1 and TIAR KO MEFs, consistent with a severe cellular stress caused by either TIA1 or TIAR deficiency, suggesting that adaptive autophagy is induced as a survival mechanism.

## Supporting Information

Figure S1 **Summary of differentially expressed genes in TIA1 KO MEF.**
(XLS) Click here for additional data file.

Figure S2 **Summary of differentially expressed genes in TIAR KO MEF.**
(XLS) Click here for additional data file.

Figure S3 **List of shared and opposite expressed genes and their GO/KEGG analysis from TIA1 and TIAR KO MEFs.**
(XLS) Click here for additional data file.

Figure S4 **Summary of GO and KEGG database analyses of microarray-predicted genes from TIA1 KO MEF.**
(XLS) Click here for additional data file.

Figure S5 **Summary of GO and KEGG database analyses of microarray-predicted genes from TIAR KO MEF.**
(XLS) Click here for additional data file.

Figure S6 **Validation of microarray-predicted changes by quantitative PCR and list of primer pair sequences used.**
(PDF) Click here for additional data file.

Figure S7 **Summary of cellular microphotographs from WT, TIA1 KO and TIAR KO MEFs by electron microscopy.**
(PDF) Click here for additional data file.

Figure S8 **Summary of microphotographs of mitochondrial populations from WT, TIA1 KO and TIAR KO MEFs by electron microscopy.**
(PDF) Click here for additional data file.

Figure S9 **Effect of hydrogen peroxide (H_2_O_2_) treatment on cell death and/or survival in WT, TIA1 KO and TIAR KO MEFs.** (A) Rates of cell death (early and late apoptosis and necrosis) and survival after 6 hr treatment with none, 0.1, 1, 10, and 20 mM H_2_O_2_ were quantified by using 7-AAD staining and PE Annexin V apoptosis detection kit followed by flow cytometry analysis. (B) Rates of cell proliferation after 3 d treatment with none, 0.1, 1, and 10 mM H_2_O_2_ by direct count of cell number. (C) Rates of cell death (early and late apoptosis and necrosis) and survival after 3 days treatment with none, 0.1, 1, and 10 mM H_2_O_2_ were quantified by using 7-AAD taining and PE Annexin V apoptosis detection kit followed by flow cytometry analysis. In all cases, error bars indicate the standard error of the mean (SEM; n = 2; *P<0.05; **P<0.01).
(PDF) Click here for additional data file.

# Supplementary material for: T-cell Intracellular Antigen (TIA)-Proteins Deficiency in Murine Embryonic Fibroblasts Alters Cell Cycle Progression and Induces Autophagy
**Source:** PLoS One. 2013 Sep 24;8(9):e75127. doi: 10.1371/journal.pone.0075127

## **QPCR - Primers**

| <b><u>Gene</u></b> | <b><u>Forward</u></b>    | <b><u>Reverse</u></b>    | <b><u>Product length (bp)</u></b> |
|--------------------|--------------------------|--------------------------|-----------------------------------|
| ARG2               | TGATGCATTTGACCCTAAACTG   | ATCCAGAGCTGACAGCAACC     | 124                               |
| EREG               | TGACAGTGATTCTCATTTTCCTG  | TCTCATATTCCTCCCTCGATTT   | 111                               |
| FBN2               | TCAATGGCTACACCAAGAAAGAT  | TGGGCTGTCCATGGCTAC       | 110                               |
| GAPDH              | CTCCCACTCTTCCACCTTCG     | CATACCAGGAAATGAGCTTGACAA | 77                                |
| HMGA2              | AAGGCAGCAAAAACAAGAGC     | CCGTTTTTCTCCAATGGTCT     | 68                                |
| MEST               | CTCTGTCTGTCTGAATGGAGGT   | CGTCTTTGAGGAGCTTTTGG     | 73                                |
| SFRP1              | ATGTGCTCCAGAAGCAGACC     | GTCAGAGCAGCCAACATGC      | 60                                |
| SFRP2              | AAACCCTTTGTAAAAATGACTTCG | CAGCTTGTAATGGTCTTGCTC    | 113                               |
| TIA1               | AGTTCCATGAGCACCGTCAT     | TGTTGCCCAATTCACTTTCA     | 92                                |
| TIAR               | GGAACCAACAAGGATTTGGA     | GAGGAGGCTGAGCACCAA       | 75                                |
| XIST               | CTACTGCTCCTCCGTTACATCA   | AGGAGCACAAAACAGACTCCA    | 74                                |

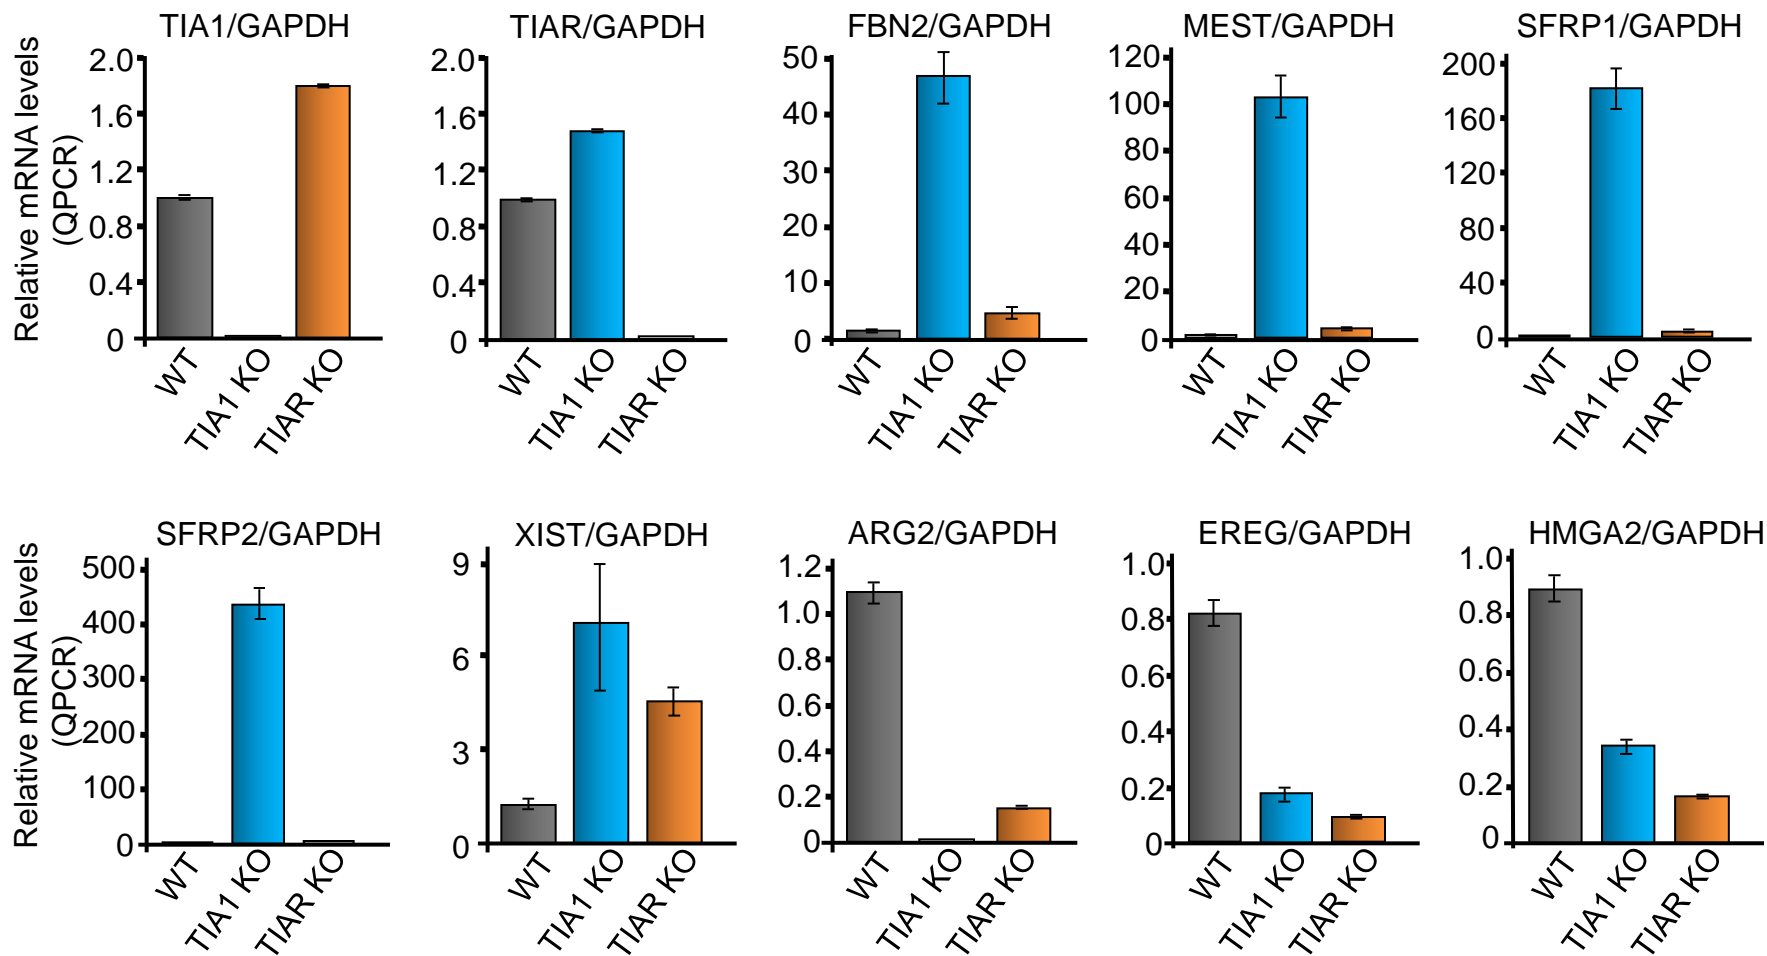

**Supplement:** Figure S6 — Validation of microarray-predicted changes by quantitative PCR and list of primer pair sequences used.

# Supplementary material for: T-cell Intracellular Antigen (TIA)-Proteins Deficiency in Murine Embryonic Fibroblasts Alters Cell Cycle Progression and Induces Autophagy
**Source:** PLoS One. 2013 Sep 24;8(9):e75127. doi: 10.1371/journal.pone.0075127
**Supplement:** Figure S8 — Summary of microphotographs of mitochondrial populations from WT, TIA1 KO and TIAR KO MEFs by electron microscopy.

# Electron microscopy (12,000x) WT MEF

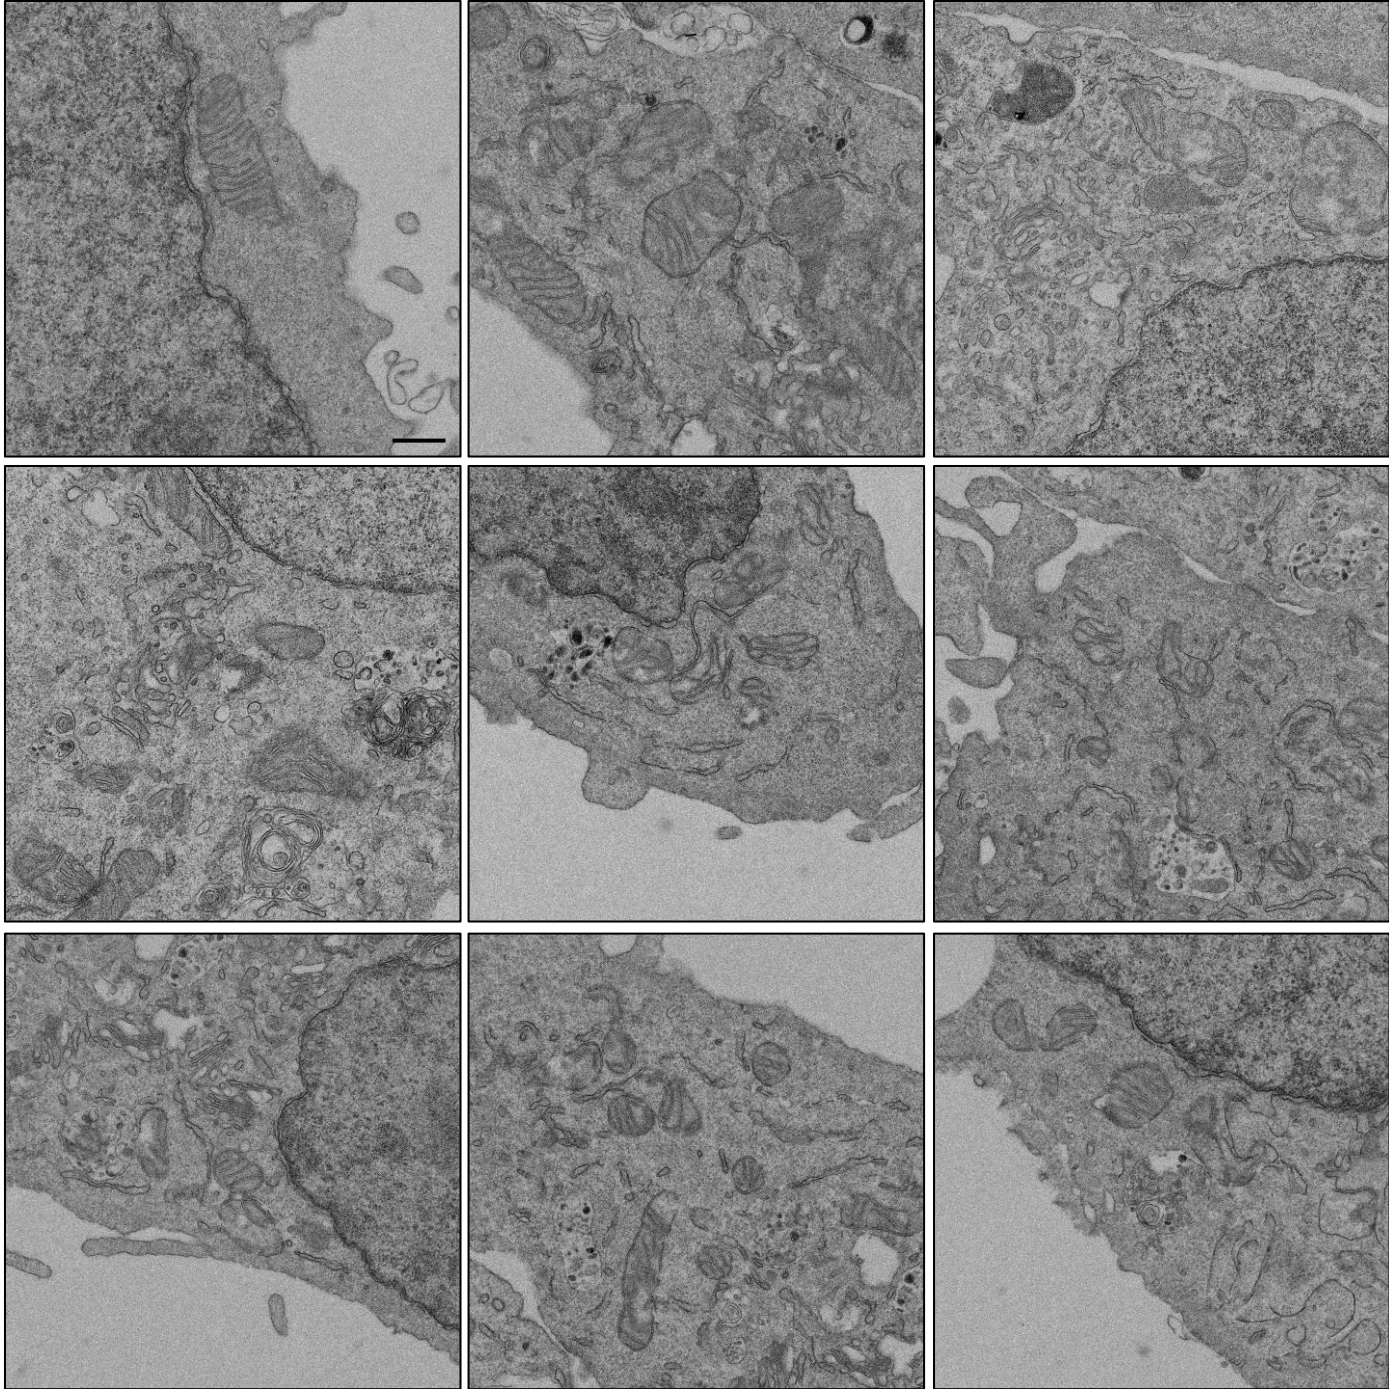

Scale bar = 500 nm

# Electron microscopy (12,000x) TIA1 KO MEF

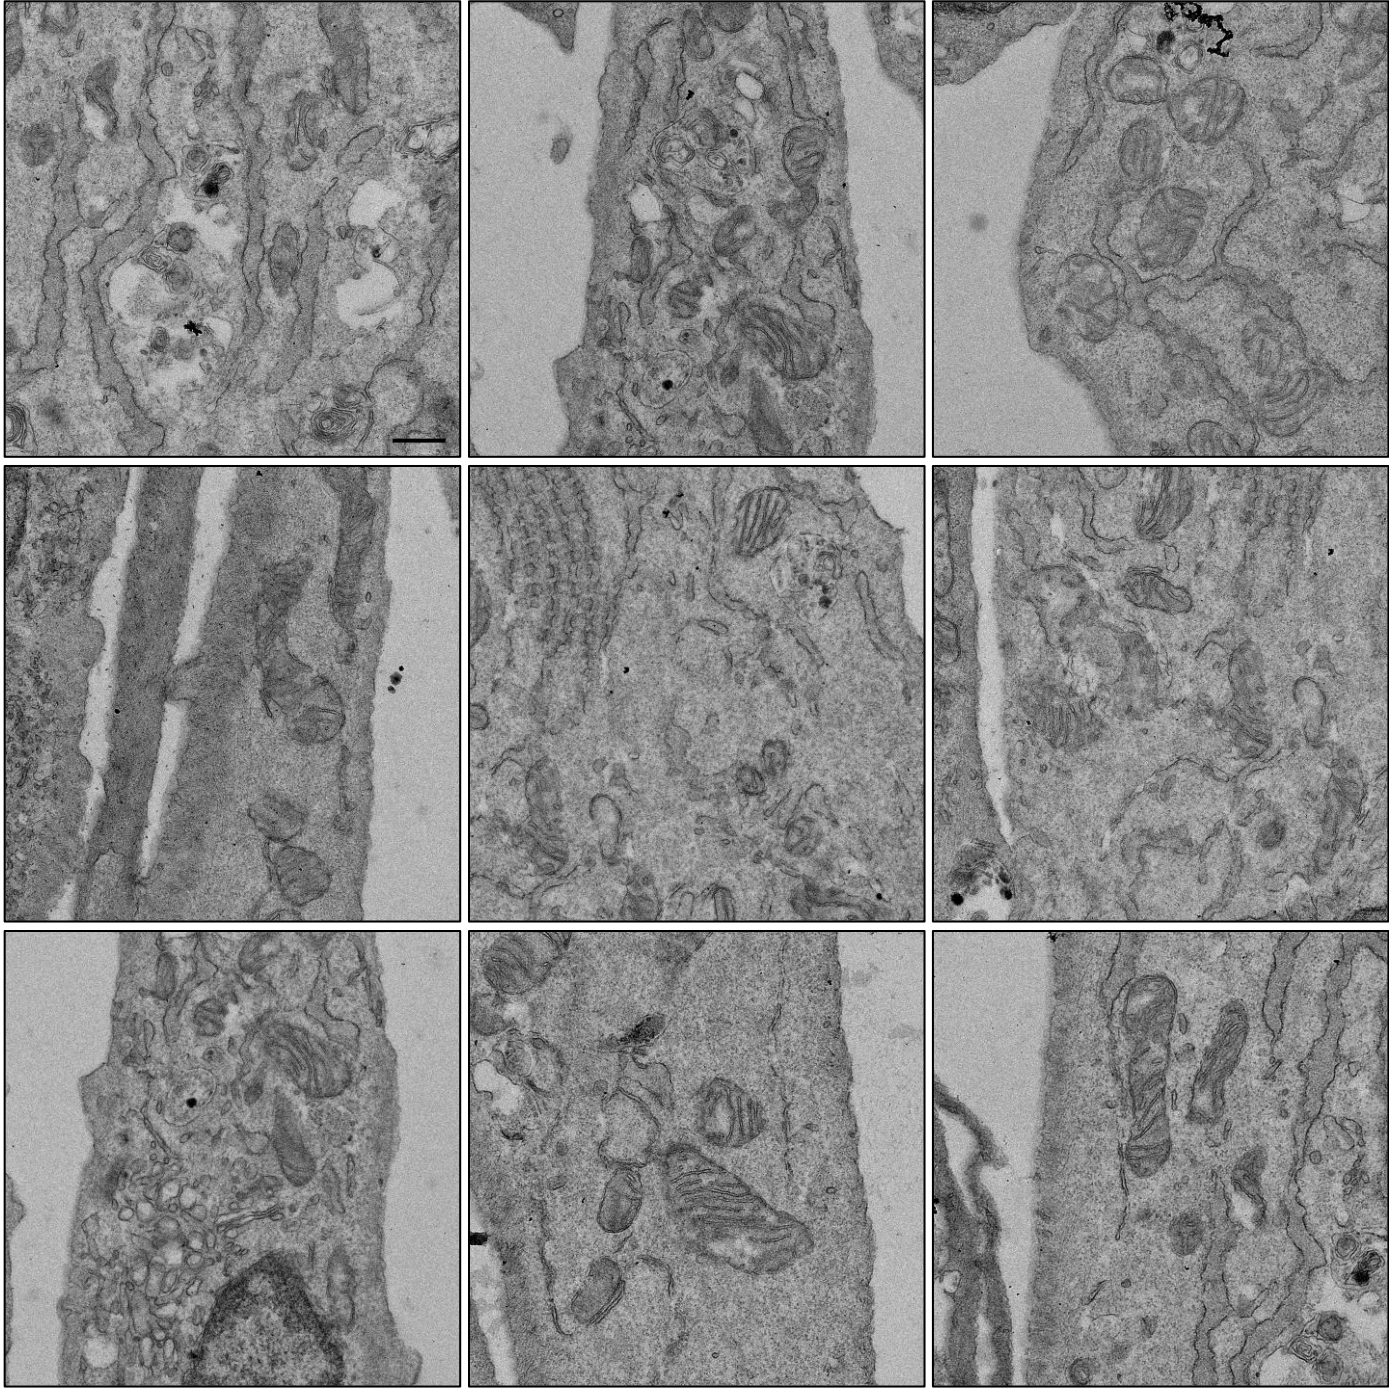

Scale bar = 500 nm

# Electron microscopy (12,000x) TIAR KO MEF

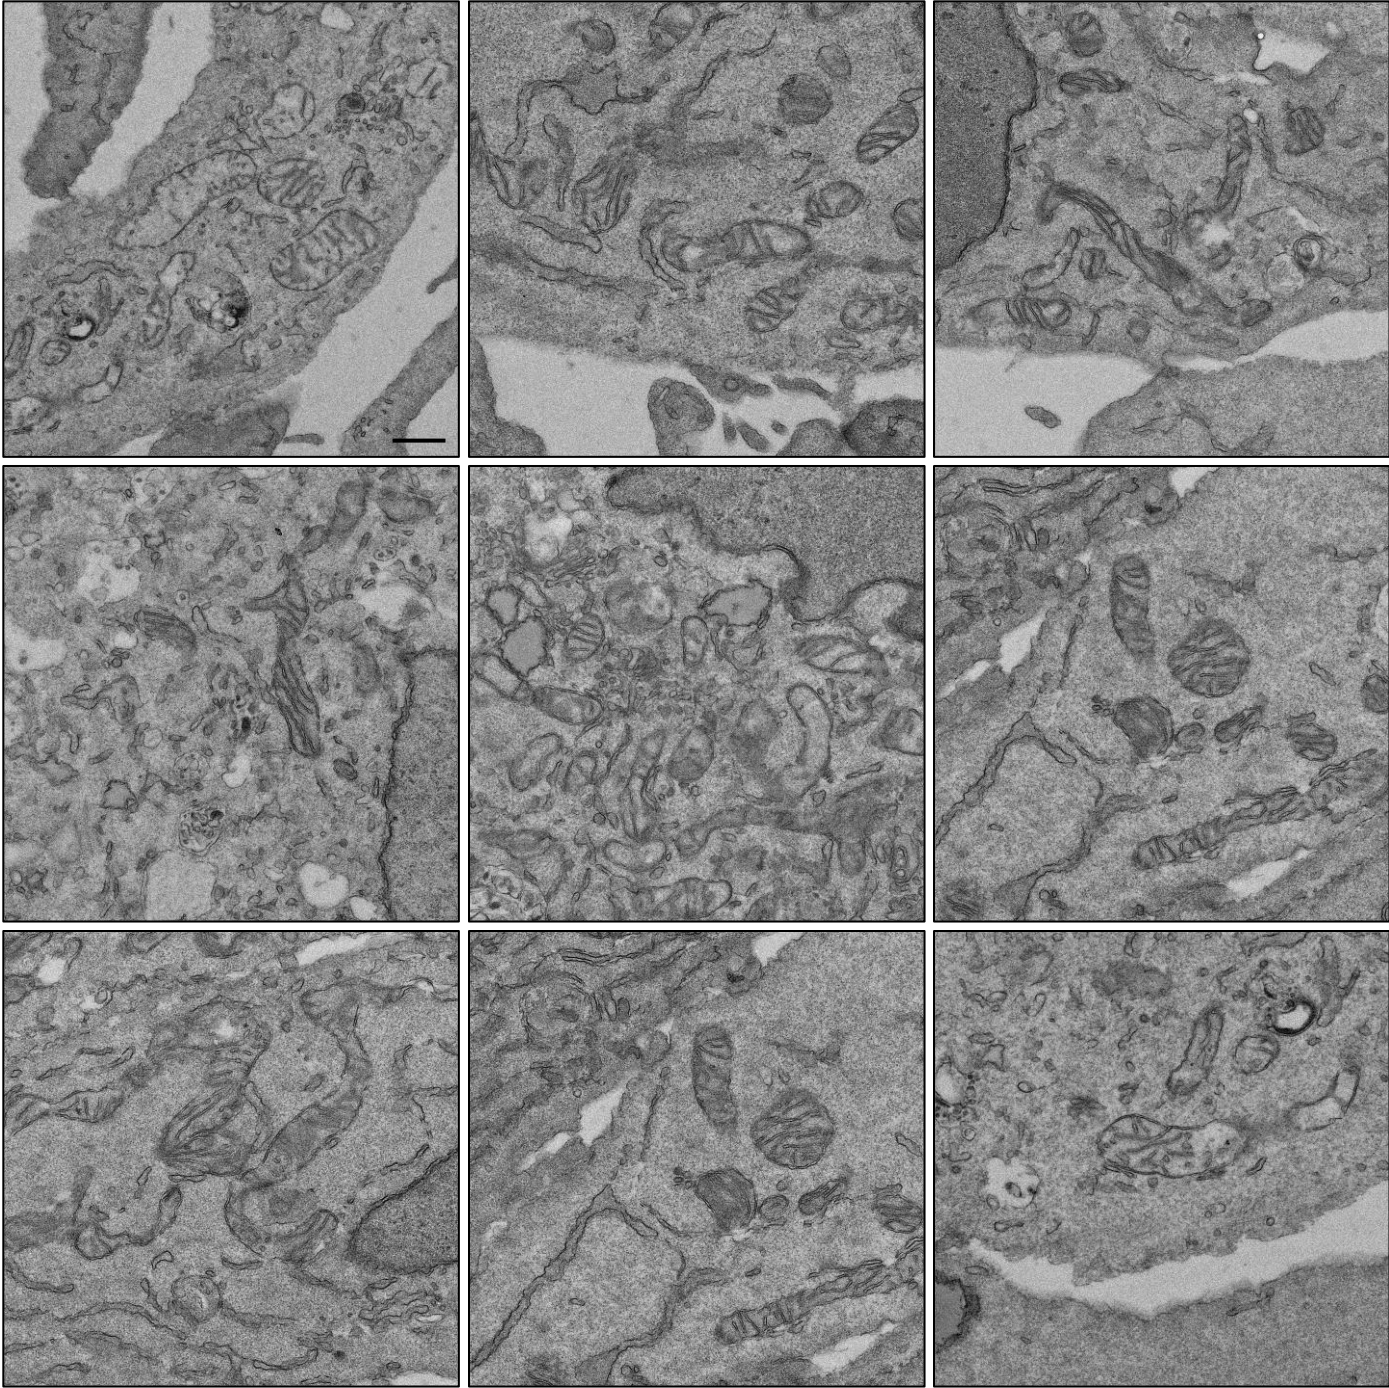

Scale bar = 500 nm

How the deposited data were processed for this re-analysis (not part of the article)

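RNA of immortalized WT, TIA1 KO and TIAR KO MEF was hybridized to 1-colour mouse arrays, with 2 arrays per group from independent samples and 6 arrays in all. The authors deposited, for each array, the intensity of every spot as the scanner software measured it, with its local background, its processed intensity (background subtracted, on a linear scale) and its quality flags, none of it normalized between arrays. The authors also deposited a table of log2 values per probe, which they state to be normalized. The scanner software gave probe positions on mm9.

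The mean intensity and median local background of each spot were read, corrected by the normexp method with an offset of 50, taken to log2, adjusted by 1 pass of loess against the mean of the 6 arrays and quantile normalized over all spots. Control spots and spots that the software marked as non-uniform or population outliers were then left out, and spots of the same probe were averaged. Of 55681 probes, 432 had more than 1 spot. No probe was left out for being near background. A probe counted as well above background on an array when at least 50% of its spots were rated so by the scanner software. Correlations of these values with the authors' log2 table were between 0.997 and 0.999 for the same array.

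Gene names were taken from the files and, where a RefSeq accession of the files was found in a table of GRCm38.p6, from that table. It was used for names only. Of 28685 probes with such an accession, 27235 (94.9%) matched, and 2838 of these had another symbol in the table. A position was given for 54920 probes (98.6%). Probes named by a chromosome region were taken as lincRNA, those with an NR accession as non-coding RNA, those with an XR accession as miscRNA and all others as mRNA.

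Each comparison was fitted with limma (lmFit and eBayes) on its own 4 arrays, without covariates, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds the methods state. TIAR KO and TIA1 KO MEF were compared directly in the same way. LincRNA shares were compared by Fisher's exact test (two-sided). Gene families, fixed by symbol, and chromosomes with probe positions were tested with camera (inter-gene correlation 0.01) and fry, adjusted over 17 families or 21 chromosomes and both comparisons, with at least 3 probes per set. The families were chosen for pathways and phenotypes that the study discusses. Category lists of the supplement were counted, without a test, where the list held as many genes as the supplement states. Lists given in part were left out. Where the lower group was near background, a nominal lower limit of the fold was computed. Each array of that group was set to the lowest log2 value rated well above background on it, or to the probe's own value where that was higher. The lowest value is not a strict detection limit, as it was 5.78 on TIA1 KO replicate 2, under the negative-control median of 6.62. No such limit was computed where both groups were near background. A log2 fold change printed for such a probe was measured near background.

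The genes named were fixed by rule: Tia1, Tial1 and Gapdh; the 8 genes of the quantitative PCR shown in the supplement; the 5 largest rises and falls of each comparison among called probes well above background on both arrays of the higher group; up to 3 probes for each kind of opposite change; the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty; the genes of the blotted or stained proteins; and the gene that changed most in each category. A gene with several probes was read from its brightest one. Cdkn2a was named outside these rules, after its values were seen. The samples and alternatives were fixed before the data were examined, as were the other named genes by their rules and the tests, except 2 tests (the local background around the probe spots, set against the shift of the negative controls, and the shifts over all chromosomes) that were chosen after results were seen.

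The alternatives were the scanner software's processed intensities scaled to their 75th percentile, a normexp offset of 16, quantile normalization without loess, scaling to a common array median, testing only probes well above background on both arrays of at least 1 group, keeping outlier spots, testing each spot, keeping the brightest probe of each gene, fitting all 3 groups together, an intensity trend in eBayes, testing the fold change above 2 itself (treat), pairing arrays by replicate number, the authors' log2 table, and leaving out each of the 6 arrays in turn. Leaving out an array removed it from the fit and kept the normalization. The lone array of a group was then assumed to vary like the other group. The fits were also tested on simulated data, in which residuals were drawn with the spread of probes of like intensity in 50 bins, with 10 runs for recovery and 30 for the shared WT arrays.

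Between 16000 and 26254 probes were well above background on an array, and the number of arrays limits the precision of every value. Computations used R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Cellular component lists for TIAR KO MEF and the proliferation, cell cycle and blotting assays were not analysed here.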

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

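The tests of the local background around the probe spots and of the shifts over all chromosomes were chosen only after the results were seen, and the other tests in this part before.

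Between TIAR KO and TIA1 KO MEF, 1866 probes were called, 958 higher and 908 lower, in a comparison that the paper does not report. Of the probes called in opposite directions against WT MEF, all 55 also passed the FDR threshold between the knockouts, where their fold change follows from the other 2 on the same arrays. Without either TIAR KO array limma called 0 probes (6318 and 6402 at an unadjusted p under 0.05), and without either TIA1 KO array between 3422 and 10086. For the lower number of probes called in TIA1 KO than in TIAR KO MEF, a candidate explanation is the larger spread of the TIA1 KO arrays. Among probes well above background, 5055 of 23423 (21.6%) were past 2-fold in TIA1 KO MEF and 4055 of 25187 (16.1%) in TIAR KO MEF whatever their spread, although fewer were called in TIA1 KO MEF, as that explanation predicts. The spread within the group was 0.442 in TIA1 KO and 0.285 in TIAR KO MEF over all probes, but 0.248 and 0.349 among the 13729 probes well above background on all 6 arrays. Of those, 1832 and 2130 were past 2-fold and 956 and 1529 were called, so that the larger spread did not hold for these probes. With 1 spread estimated for all 3 groups the order reversed, with 3986 probes called in TIA1 KO and 2564 in TIAR KO MEF. On simulated arrays with the real spread 0% and 64.7% of 200 changed probes were recovered. When 10000 probes were changed, 88.1% and 97.4% were recovered, a smaller gap. The fold counts, the joint fit and the simulations went in the direction that the explanation predicts. The simulations drew their spread from these same arrays, which nearly fixed that direction in advance. Among the probes well above background on all 6 arrays the results did not go that way, and the explanation stays open there. Each genotype appears to be 1 immortalized line, although the paper does not state this. The strain labels of the 3 groups differ, and the TIA1 KO arrays occupied their own row of the slide. Effects of genotype, line, strain and slide row were confounded and stay open.

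Sfrp2 was lower in TIAR KO than in TIA1 KO MEF by −7.94 (limma adjusted p = 0.00464). It was measured on both TIA1 KO arrays and was well above background on 1 TIAR KO array. The difference had the same sign under every alternative, from −10.2 with the processed intensities to −7.25 with the arrays scaled to a common median, with adjusted p between 6.73e-47 and 0.249. It passed the FDR threshold neither without TIAR KO replicate 1 (−7.80) nor without TIAR KO replicate 2 (−8.08). Higher background cannot give a log2 value of 15.3 on TIA1 KO arrays whose negative controls read 6.80 and 6.62. No biological explanation was tested, and genotype, line, strain and slide row cannot be told apart here.

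Xist was lower in TIAR KO than in TIA1 KO MEF by −2.82 (at least 6.70-fold, limma adjusted p = 0.0114), and Ddx3y, on chromosome Y and not discussed in the paper, was higher by 4.54 (at least 16.7-fold, limma adjusted p = 0.00571). Neither passed the FDR threshold without 1 of the TIAR KO arrays, where Xist changed by −2.70 and −2.93 and Ddx3y by 4.56 and 4.51, and Ddx3y did not with the processed intensities (5.51). Against WT MEF, Ddx3y was higher in TIAR KO MEF by 5.5 (at least 28.0-fold, limma adjusted p = 0.000349), and it was called under every alternative. Both TIA1 KO arrays had 3 of 7 Xist probes and 0 of 4 Y-linked genes well above background. Both TIAR KO arrays had 0 Xist probes and 1 Y-linked gene, with a second gene on 1 array. A candidate explanation is that the lines came from embryos of different sex. Of the knockout lines 2 of 2 had signal of either Xist or a Y-linked gene and not of both, but this count restates the difference above and rests on Ddx3y alone, as Eif2s3y and Kdm5d were near background in TIAR KO MEF. The WT line had 0 Xist probes and 0 Y-linked genes well above background. Of 27 probes on chromosome Y, 8 in WT, 6 in TIA1 KO and 11 in TIAR KO MEF were well above background on both arrays. Sex and other differences between the lines cannot be told apart from so few genes. Loss of a sex chromosome in culture and a mislabelled line were not tested.

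Negative-control spots, which match no mouse RNA, were higher in TIA1 KO than in WT MEF after normalization, with a median log2 fold change of 0.25 against 0.00 in TIAR KO MEF. Of 308 such spots 70.5% were higher and 43 were past 2-fold, against 50.6% and 2 in TIAR KO MEF. Before normalization they had medians of 196 and 119 on the TIA1 KO arrays and 112 and 103 on the WT arrays. On the 2 TIA1 KO arrays 75.6% and 62.0% of the spots were above their WT mean, and on the 2 TIAR KO arrays 53.9% and 46.4%. A comparison planned earlier set the median of 0.25 against the SD of single spots in TIAR KO MEF (0.28), which cannot decide on a shift of the whole set. Higher background on the TIA1 KO arrays is a candidate explanation of the shift. The median local background around the probe spots, not the control spots, was 89.5 and 58 there and 42 to 52 on the other 4 arrays. The normexp method had corrected for local background before the shift was measured, so these values cannot decide. With 2 arrays per group and the TIA1 KO arrays in their own row of the slide, effects of the row and of the line cannot be told apart. For the higher share of lincRNA among probes raised in TIA1 KO MEF, higher background was argued against as the whole cause. The odds ratio was 2.03 over all probes and 1.42 among probes well above background (Fisher's exact test, p = 0.00559). Higher background as part of the cause stays open, and the higher share itself was not significant under every alternative.

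When only probes well above background were tested, 10 chromosomes passed the FDR threshold with camera, 5 in each comparison, whereas over all probes camera called 0 and limma's fry method 1, chromosome 19 in TIAR KO MEF (limma adjusted p = 0.0486). Among probes well above background fry called 0 (lowest limma adjusted p = 0.0746). Relative to the median of all probes tested, the shifts in TIA1 KO MEF were −0.29 on chromosome 3, 0.18 on 9, 0.24 on 11, 0.23 on 14 and 0.29 on 19. Those in TIAR KO MEF were −0.21 on chromosome 4, 0.17 on 11, 0.19 on 14, 0.21 on 17 and 0.19 on 19. The shift had the same sign on either side of the middle in 10 of these 10 chromosomes, which their selection nearly fixed, and in 10 of 15 uncalled chromosomes in each comparison. Gain or loss of whole chromosomes in the immortalized lines may explain part of the shifts, since over all 20 chromosomes with enough probes, called or not, the shifts on the 2 sides went together (Spearman correlation 0.841 in TIA1 KO and 0.731 in TIAR KO MEF, permutation test, p = 0.0001 and 0.0002). Other properties shared along a chromosome, such as gene content, were not tested and stay open. Chromosomes 11, 14 and 19 rose in both knockouts, and a change in the shared WT line stays open. DNA kept from the stem cell strain around the disrupted genes may change the number of calls there. Within 10 Mb of Tia1, 13 of 482 probes were called in TIA1 KO MEF (odds ratio 0.755, Fisher's exact test, p = 0.385), and within 10 Mb of Tial1, 19 of 638 in TIAR KO MEF (odds ratio 0.498, Fisher's exact test, p = 0.00148), no more than elsewhere. Whether such DNA would give more or fewer calls depends on the strain of the WT line, which the labels name W4, so its presence and absence cannot be told apart.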

How the results depend on the processing

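All alternatives in this part were chosen before their results were seen.

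The number of probes called in TIAR KO MEF was within 1.5 times of 1885 up-regulated and 1321 down-regulated under most alternatives. The exceptions were 697 and 319 when the fold change above 2 was tested itself, 2715 down-regulated with the arrays scaled to a common median, and a range of 833 to 1232 down-regulated (1336 to 1622 up-regulated) over fits without 1 array, the lowest without TIAR KO replicate 2. The counts in TIA1 KO MEF (1213 up-regulated, 756 down-regulated) depended on the processing. No alternative called a probe in the direction opposite to its call above. Of 1511 probes called in TIA1 KO MEF without loess 1457, and of 1309 with the authors' own values 1253, were among the 1969.

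With the processed intensities limma called 0 up-regulated and 0 down-regulated probes in TIA1 KO MEF (27765 at an unadjusted p under 0.05), so that the shared counts (535 and 333) were 0 and 0 and the opposite counts (10 and 45) 0 and 0. Between the knockouts the counts (958 higher, 908 lower) were 125 and 1384, with 8.28% higher against 51.3%. The correlation of the knockouts (0.479) was 0.334. The median of all probes was 1.98 in TIA1 KO MEF and −1.85 between the knockouts, and laminins and thrombospondins in TIA1 KO MEF rose by 0.52, less than that median. The cause was not tested.

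With the arrays scaled to a common median, 1876 probes were up-regulated and 13925 down-regulated in TIA1 KO MEF (11.9% up-regulated against 61.6%), and 34.4% against 58.8% in TIAR KO MEF were up-regulated. Shared probes numbered 343 and 2323, opposite probes 1.1e+02 (down in TIA1 KO and up in TIAR KO MEF) and 22, and probes higher in TIAR KO than in TIA1 KO MEF 7242 (87.2% higher). The median of all probes was −0.67 in TIA1 KO MEF and 0.63 between the knockouts. The cause was not tested.

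When only probes well above background were tested, 1617 were down-regulated in TIA1 KO MEF (44.7% up-regulated), with shared down-regulated probes at 512, opposite probes at 27 and probes higher in TIAR KO than in TIA1 KO MEF at 1798 (61.8% higher). The median of the probes tested was −0.26 in TIA1 KO MEF and 0.23 between the knockouts. Chromosomes called by camera rose from 0 to 10. Fewer probes were tested, and the cause was not tested further. Fitting all 3 groups together gave 1881 and 2105 in TIA1 KO MEF (47.2% up-regulated), 23 opposite probes, and 1792 higher and 1391 lower between the knockouts. This fit shares 1 estimate of the spread among the groups. Testing a fold change above 2 itself is stricter by construction, with 352 and 88 in TIA1 KO MEF (80% up-regulated), 182 and 40 shared, 0 and 1 opposite (1016 probes called by limma in TIAR KO MEF), and 174 and 235 between the knockouts. The lincRNA odds ratio (2.03) was then 1.11 (Fisher's exact test, p = 0.690). With the authors' own values, 438 probes were down-regulated in TIA1 KO MEF, 215 were shared down-regulated, 610 were higher in TIAR KO than in TIA1 KO MEF and the correlation was 0.395. Without loess the correlation was 0.399. The cause was not tested.

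With the replicate block, 505 and 166 probes were called in TIA1 KO MEF (75.3% up-regulated), 324 and 113 were shared, 3 and 24 opposite, and 0 and 0 called by limma between the knockouts (10684 at an unadjusted p under 0.05). The lincRNA odds ratio was 0.997 (Fisher's exact test, p = 1; 7.33 against 7.35%). Arrays of the same number did not deviate together (correlations of the deviations from the group means 0.0780 for WT and TIA1 KO, 0.0302 for WT and TIAR KO and −0.0729 for TIA1 KO and TIAR KO), so the arrays share only a number.

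Leaving out 1 array removed it from the fit and kept the normalization. Then 0 to 5578 probes were up-regulated and 0 to 5157 down-regulated in TIA1 KO MEF, the lowest without either WT array (limma, 7202 and 7415 at an unadjusted p under 0.05) and the highest without TIA1 KO replicate 2. Shared probes were 0 to 757 and 0 to 694, opposite probes 0 to 64 and 0 to 69, and probes between the knockouts 0 to 4891 and 0 to 5195, the lowest without either TIAR KO array. The correlation was between 0.409, without TIA1 KO replicate 2, and 0.514. The lincRNA odds ratio was between 1.21 (Fisher's exact test, p = 0.0986), without TIAR KO replicate 2, and 5.72. A fit with 1 array in a group takes its spread from the other group, and removing an array of the less variable group leaves the larger spread of the other. Families called (18) were 17 to 23 under all alternatives with a value.

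Of 2426 values of named genes under alternatives, 2152 kept their side of the threshold and, within their standard error, their direction, 236 lost the call, 17 gained it and 21 changed sign by more than their standard error. Of 144 results, 43 were the same under every alternative. In the comparison where a gene changed sign, it was not called in the values above, and Sqstm1 (−1.49) was called as lower in TIA1 KO MEF with a common median. With the processed intensities, Uty in TIA1 KO MEF was 2.94 and between the knockouts −1.20, and in TIAR KO MEF Eif2s3y was 0.0299, Gapdh −0.10, Kdm5d −0.0386 and Xist −0.10. With a common median, Eif2s3y in TIA1 KO MEF was −0.42 and between the knockouts 0.30, and in TIA1 KO MEF Ereg was −1.31, Hmga2 −0.89 and Tial1 −0.96, and Gapdh in TIAR KO MEF −0.15. Xist in TIAR KO MEF was −0.04 with the authors' own values. The probes of Eif2s3y in every comparison, Uty in TIA1 KO MEF, and Kdm5d and Xist in TIAR KO MEF were near background in both groups, so that their signs carry no weight. Over fits without 1 array, the changes in TIA1 KO MEF were −0.44 to 0.36 for Cdk1 (highest without WT replicate 2), −0.45 to 0.26 for Mest (highest without TIA1 KO replicate 1) and −0.15 to 0.35 for Sqstm1 (lowest without TIA1 KO replicate 2). Those in TIAR KO MEF were −0.75 to 0.0568 for Cdk1 (highest without WT replicate 2, and 0.0526 without TIAR KO replicate 1), −0.32 to 0.10 for Map1lc3b (highest without TIAR KO replicate 2) and −1.15 to 1.03 for Tia1 (highest without WT replicate 1). The cause was not tested.

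The correlation was not recomputed for the joint fit, the intensity trend, the test of the fold itself and the replicate block, which leave log2 fold changes as they were or nearly so. Families and chromosomes have no value under the test of the fold itself, and the lincRNA odds ratio none where 0 probes were called. Signal over background limits what can be called, as 22964 probes in WT, 14292 in TIA1 KO and 23674 in TIAR KO MEF were well above background on both arrays.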

Differences from the paper's values

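The alternatives in this part were all set before the data were examined.

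The paper gives 1243 probes in TIA1 KO MEF, against 1969 here. The value was within 1.5 times of the paper's with a normexp offset of 16, without loess, with the brightest probe per gene and with the authors' own normalized values, and not under the other 13 alternatives. Of these the paper gives 423 as down-regulated, against 756 here, within that limit with an offset of 16, without loess and with the authors' own values, and under no other alternative. The paper's shared up-regulated probes number 342, against 535 here. They were within the limit with an offset of 16, without loess, with the arrays scaled to a common median, with the brightest probe per gene, with the replicate block (pairing by number), with the authors' own values and without either TIAR KO array, and not under the others. The paper's shared down-regulated probes number 206, against 333 here, within the limit with an offset of 16, without loess, with the brightest probe per gene, with the authors' own values and without either TIAR KO array, and not under the others.

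In the quantitative PCR of the paper's Fig. S6, read by eye, levels relative to WT MEF were about 5 for Fbn2 in TIAR KO MEF (at least 11.4 here), about 100 for Mest in TIA1 KO MEF (0.936 here), about 5 for Mest in TIAR KO MEF (1.24 here), about 0.18 for Ereg in TIA1 KO MEF (1.44 here) and about 0.34 for Hmga2 in TIA1 KO MEF (1.60 here). No alternative brought any of these within the limit. For Ereg in TIAR KO MEF the paper's Fig. S6 shows about 0.1, read by eye, against 0.168 here, within the limit with the processed intensities, with a common median and without WT replicate 2 and not otherwise. For Hmga2 in TIAR KO MEF it shows about 0.16, read by eye, against 0.249 here, within the limit with the processed intensities and with a common median and not otherwise.

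Of 64 log2 ratios of named probes listed in the paper's supplement, 30 differed from those here, none of them in sign. To count, a difference had to exceed the larger of the error computed from the paper's standard errors and the spread here. In TIA1 KO MEF 15 of 45 ratios differed, and in TIAR KO MEF 15 of 19. The supplement's list for TIAR KO MEF held 1506 rows, fewer than the RNAs that the paper counts. The median absolute difference was 0.32 over the 64 and the largest 1.32. For 18 of the 30 the lower group was near background, so that the value here stands only as a nominal lower limit. The paper's ratio met that limit for 8 of them, which then do not differ by that limit (5830417I10Rik, BC023969, C1s1, Gap43, Lamb3, Xist and the lincRNA on chromosome 5 in TIA1 KO MEF, and Foxa2 in TIAR KO MEF), and was under it for 10. The values below compare the 2 computations. Of the 30, 27 were within that error without loess, 28 with the authors' own values, 11 with a common median, 7 with an offset of 16 and 1 with the processed intensities. The alternatives of the probe filter, outlier spots, single spots, brightest probe, joint fit, intensity trend, test of the fold itself and replicate block reached none.

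The paper's ratios in TIA1 KO MEF of −7.12 for 5830417I10Rik, −3.46 for Lamb3 and 3.47 for Xist (−6.63, −3.18 and 3.03 here) were reached with an offset of 16, without loess and with the authors' own values. These 3 settings also reached the paper's −7.69 for BC023969 (−7.21 here; also without TIA1 KO replicate 1), −2.92 for C1s1 (−2.51 here; also without WT replicate 1 or TIA1 KO replicate 2), −3.70 for C3 (−3.36 here; also without WT replicate 1 or TIA1 KO replicate 1) and −6.97 for a lincRNA on chromosome 5 (−6.66 here, also without WT replicate 2 or TIA1 KO replicate 2). The settings without loess and with the authors' own values reached the paper's 6.90 for Col4a1, 8.15 for Col6a3 and 2.54 for Fbn2 (7.51, 8.47 and 2.98 here). They also reached its 4.62 for Eml2 and 4.89 for Itgb3 (4.93 and 5.08 here, also without WT replicate 2 or TIA1 KO replicate 2), 7.26 for Smoc2 (7.71 here, also without TIA1 KO replicate 2) and −2.67 for Gstm4 (−2.18 here, also with the processed intensities and without WT replicate 2 or TIA1 KO replicate 2). The paper's 6.17 for Gap43 (6.00 here) was reached with the authors' own values and without WT replicate 1 or TIA1 KO replicate 1. The other alternatives did not reach these values.

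The paper's ratios in TIAR KO MEF of 7.31 for Adamts2, 7.65 for Aldh1a1, 8.61 for Dcn, 5.51 for Foxa2 and 4.06 for Smoc2 (7.80, 8.17, 9.15, 5.76 and 4.57 here) were reached without loess, with a common median and with the authors' own values. These settings also reached the paper's 5.39 for Cers4 and 6.89 for Mmp23 (5.92 and 7.35 here, also without WT replicate 2), 5.02 for Lifr (5.33 here, also without TIAR KO replicate 1), 4.99 for Notch3 (5.37 here, also without WT replicate 2 or TIAR KO replicate 2), and 6.62 for Tgfbi and 7.57 for Thy1 (6.95 and 7.98 here, also without WT replicate 1). The paper's 3.44 for Fbn2 and 8.14 for Lpl (3.82 and 8.70 here) were reached without loess and with the authors' own values. No alternative reached the paper's 5.65 for Col4a1 and 4.32 for Pdgfra (6.97 and 5.21 here), and the alternatives not named did not reach the others.

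The quantitative PCR of the paper shows Sfrp1 and Xist raised in TIAR KO MEF, where the brightest probe of each was below background in both groups. It shows Ereg and Hmga2 lowered in TIA1 KO MEF, where they changed by 0.53 and 0.68 and were not called. They had the opposite sign with the arrays scaled to a common median (−1.31 and −0.89) and were called under no alternative. Under that scaling the median of all probes was −0.67, and Gapdh, the reference of the quantitative PCR, fell by more than either gene. That sign therefore does not show either gene lowered relative to Gapdh. The quantitative PCR shows Mest raised in TIA1 KO MEF, where the brightest probe changed by −0.10, although another probe of the gene was called with 2.33.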

Other observations

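In this part the values of Cdkn2a were chosen after they were seen, and the tests before.

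For the proteins that the study blotted or stained, the brightest probes of the genes passed the thresholds in neither knockout. Map1lc3b changed by −0.19 in TIA1 KO and −0.11 in TIAR KO MEF (limma adjusted p = 0.452 and 0.830), Sqstm1 by 0.10 and 1.60 (limma adjusted p = 0.799 and 0.0557), Lamp1 by −0.01 and −0.18 (limma adjusted p = 0.984 and 0.679), Cdk1 by −0.04 and −0.35 (limma adjusted p = 0.936 and 0.704) and Ccnb1 by −0.95 and −0.64 (limma adjusted p = 0.0604 and 0.0742). Sqstm1 was called in TIAR KO MEF when only probes well above background were tested (limma adjusted p = 0.0427) and without TIAR KO replicate 1 (2.09, limma adjusted p = 0.0196). With the arrays scaled to a common median Ccnb1 was called in both knockouts (−2.56 and −1.09), and Map1lc3b (−1.78), Lamp1 (−1.46), Cdk1 (−1.59) and Sqstm1 (−1.49) as lower in TIA1 KO MEF, where the median of all probes fell too. Without TIA1 KO replicate 2, Ccnb1 was called in TIA1 KO MEF (−1.01).

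Cdkn2a was lower in TIA1 KO than in WT MEF by −3.18 (limma adjusted p = 0.00582; a second probe −3.49, limma adjusted p = 0.0194), and changed in TIAR KO MEF by 0.48 (limma adjusted p = 0.153; second probe −0.04, limma adjusted p = 0.959). The knockouts differed by 3.66 and 3.45 (limma adjusted p = 0.00749 and 0.0312). It was not recomputed under the alternatives.

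The log2 fold changes of the knockouts were correlated (0.479), where simulations of unchanged groups against shared WT arrays gave 0.362 (0.353 to 0.374 over 30 runs). The simulations held no changed probes, so they cannot give the part that the shared arrays account for. With different WT arrays for each knockout the correlation was 0.381. Other reference groups gave values as high or lower in the same design, 0.392 with TIA1 KO and 0.292 with TIAR KO as the reference. A candidate explanation for much of the correlation is therefore that both comparisons rest on the same WT line and arrays. A shared effect of the knockouts stays open as untested.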
